# Discovery, Validation and Mechanistic Study of XPO1 Inhibition in the Treatment of Triple-Negative Breast Cancer

**DOI:** 10.3390/cancers16233980

**Published:** 2024-11-27

**Authors:** Amy L. Paulson, Robert F. Gruener, Adam M. Lee, R. Stephanie Huang

**Keywords:** triple-negative breast cancer (TNBC), selective inhibitors of nuclear export (SINEs), XPO1, RNA-seq, NFKBIA

## Abstract

**Background/Objectives**: Triple-negative breast cancer (TNBC) is an aggressive form of breast cancer with limited treatment options. The nuclear export protein XPO1 has emerged as a potential therapeutic target in cancer, but its role in TNBC has not been fully characterized. This study investigates the potential of repurposing selinexor, an FDA-approved XPO1 inhibitor, as a novel therapeutic options for TNBC. **Methods**: A computational drug repurposing pipeline was used to predict patient tumor responses to hundreds of drugs. We identified XPO1 inhibitors as a candidate drug and validated its efficacy on an independent patient dataset and across various TNBC cell lines. RNA-sequencing after longitudinal XPO1 inhibition and further mechanistic studies were performed to explore and confirm the leading causes of TNBC cell sensitivity to XPO1 inhibition. **Results**: Selinexor significantly reduce the viability of a variety of TNBC cell lines. Mechanistically, selinexor induces TNBC cell death by inhibiting the NF-kB pathway through nuclear retention of NFKBIA. This effect was consistent across multiple TNBC cell lines. **Conclusions**: XPO1 inhibitors show promise as targeted therapies for TNBC patients. New mechanistic insight into the causes leading to TNBC sensitivity to XPO1-inhibition-mediated cell death warrant further clinical trials to evaluate the safety and efficacy in TNBC.

## Simple Summary

Triple-negative breast cancer (TNBC) is an aggressive form of breast cancer with limited treatment options. This study investigates the potential of repurposing selinexor, an XPO1 inhibitor, as a novel therapeutic option for TNBC. By utilizing a computational drug repurposing approach, XPO1 inhibitors were identified to be preferentially sensitive in TNBC compared to other breast cancer subtypes and its efficacy validated in an independent patient dataset and across various TNBC cell lines. Using RNA-sequencing after longitudinal XPO1 inhibition in a panel of TNBC cell lines and Western blotting, we reveal that the XPO1 inhibitor induces TNBC cell death by inhibiting the NF-kB pathway through nuclear retention of NFKBIA, a key regulator of this pathway. These findings suggest that XPO1 inhibitors could be an effective targeted therapy for TNBC and paves the way for more personalized treatment strategies offering hope for better outcomes in TNBC patients.

## 1. Introduction

Breast cancer is the most diagnosed cancer among women with approximately 2.3 million new cases yearly across the globe [1]. Approximately 15% of diagnosed cases present as triple-negative breast cancer (TNBC) and are defined by the lack of estrogen receptors, progesterone receptors, as well as HER2 expression [2,3,4,5]. Compared to other breast cancer subtypes, TNBC is characteristically more aggressive, associated with higher mortality rates, metastatic potential, rate of relapse and poorer prognosis [6]. Although demonstrating low effectiveness and a high incidence of side effects, cytotoxic chemotherapy remains to be the chief systemic treatment for TNBC. Therefore, there is an urgent need to identify effective therapeutic options for TNBC patients to combat these aggressive diseases.

Conventional methods to develop new drugs for cancer treatment often involve target identification, compound screens and optimization, preclinical and clinical evaluation and FDA approval. This process can be extremely time-consuming and costly with only a small percentage of drugs actually receiving market approval [7,8,9]. In contrast, drug repurposing, a strategy for identifying new indications for already-approved drugs, can offer new treatment opportunities for a specific group of interest while also reducing the cost and time of initial research and development. Our group previously established a computational approach to accurately predict patient tumor response to hundreds of medications based on the use of large-scale high-throughput in vitro drug screening data and patient tumor transcriptomic information [10,11,12]. This approach has enabled us to virtually screen patients against hundreds of compounds and generate hypotheses about which drugs can be repurposed for new indications. In this study, we sought to identify an efficacious therapy to repurpose for the treatment of TNBC. Through our computational process, we nominated selinexor, an XPO1 inhibitor approved to treat multiple myeloma (MM) for TNBC.

XPO1 is one of several essential nuclear export proteins that mediate the nuclear-cytoplasmic transport of proteins (>40 kDa) and multiple RNA species through a nuclear pore complex [13]. XPO1 recognizes cargo species for export from the nucleus by the presence of a nuclear export signal (NES) sequence on a target protein. Many cancers present with an elevated expression of XPO1, such as multiple myeloma, glioma, lung and breast [14,15]. There have been more than 200 reported cell regulatory proteins that XPO1 is solely responsible for exporting—including multiple tumor suppressing proteins (TSPs) such as NFKBIA, p21, p53 and pRb [13,16,17,18]. The correct subcellular distribution of TSPs often plays a critical role in determining normal cell function or tumorigenesis and cellular proliferation [19]. Thus far, selinexor-induced cellular apoptosis and growth inhibition appears to be cancer-context-dependent, with various TSPs being implicated in different cancer contexts [17,20]. Therefore, we set out to explore the mechanism of action for selinexor sensitivity in TNBC with the goal to elucidate markers of response, guide clinical trial recommendation and facilitate the proposal of synergistic combination therapies.

Taken together, we applied a computational drug repurposing pipeline towards repurposing efficacious drugs to treat TNBC. We then experimentally validated the predicted efficacy of XPO1 inhibitors using a broad panel of TNBC cell lines. Importantly, we examined the mechanism of TNBC selinexor sensitivity by conducting a longitudinal RNA-sequencing (RNA-seq) experiment following selinexor exposure on a collection of TNBC cell lines. NF-kB pathway was found to be a critical mediator of selinexor response. Further genetic perturbation of the NF-kB pathway indicated that NFKBIA is necessary for sensitivity to selinexor.

## 2. Materials and Methods

### 2.1. Data Acquisition

The Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) study [21], as well as The Cancer Genome Atlas (TCGA) breast cancer dataset [22], were downloaded from cBioportal [23]. Prediction models were constructed from combining The Cancer Therapeutics Response Portal Version 2 (CTRPv2) [24] cancer cell line drug response database with the cancer cell line gene expression data from the Broad Institute’s Cancer Cell Line Encyclopedia (CCLE) [25].

### 2.2. Constructing Models and Predicting Drug Sensitivities for TNBC Patients

Methods for imputing drug response in METABRIC and TCGA breast cancer patients using the CTRP/CCLE cell line data were carried out using the R package OncoPredict (RRID:SCR_023872) and were based on those previously described in [10]. Since the METABRIC dataset was microarray, Illumina probes were mapped to gene names, genes with multiple probes were averaged if they had a correlation value greater than 0.6, and NA values were excluded. For both METABRIC and TCGA, genes were filtered to common genes between patient data and CCLE cell line data and then homogenized using ComBat (RRID:SCR_010974) to account for batch effects between the two sources [26]. Feature selection was then performed by removing 20% of genes with the lowest variation in gene expression across all samples. After power transforming AUC values from CTRP, a linear ridge regression model was fit for each drug independently. Once all models were fit, we inputted the homogenized gene expression data between patients and cell lines into each model and obtained imputed drug sensitivity scores for each patient to every drug in the CTRP. To predict compounds that were more sensitive in TNBC patients compared to other subtypes, tumors in each study were grouped by PAM50 status (basal or non-basal) or receptor status (receptor positive or negative) and Student *t*-tests were performed on the imputed drug sensitivity data for each compound between the two groups. A multiple comparison correction was carried out using the Bonferroni method.

### 2.3. Cell Culture

Human TNBC cell lines BT-549 (RRID:CVCL_1092), HCC-38 (RRID:CVCL_1267), HCC-1806 (RRID:CVCL_1258), MDA-MB-157 (RRID:CVCL_0618), MDA-MB-231 (RRID:CVCL_0062) and MDA-MB-468 (RRID:CVCL_0419) were purchased from the American Type Culture Collection (ATCC, Manassas, VA, USA). Additionally, CAL-120 (RRID:CVCL_1104) was purchased from the Leibniz Institute DSMZ (Braunschweig, Germany). Cell lines were cultured in RPMI-1640 supplemented with 10% FBS at 37 °C and 5% CO_2_ atmosphere. Cell lines were selected to represent a diverse array of TNBC subtypes. All cell lines were screened and tested negative for mycoplasma using the Universal Mycoplasma Detection Kit protocol (ATCC, Manassas, VA, USA).

### 2.4. Lentivirus-Mediated Gene Transduction

shRNA knockdown versions of NFKBIA or control scramble in BT-549 and HCC-1806 were generated using lentivirus, which was designed using VectorBuilder Inc. (Chicago, IL, USA). Successfully transduced cells were GFP-labeled and selection was carried out via puromycin.

### 2.5. Drug Preparation

Selinexor was obtained from Selleck Chemicals (Houston, TX, USA), reconstituted in DMSO and aliquoted into 10 mM stocks stored at −80 °C. Medium was used to dilute selinexor to its final concentration and a DMSO of no greater than 0.1% volume was used for all experiments.

### 2.6. Cellular Viability and Apoptosis Assays

Cellular viability following selinexor treatment was measured using the cellular proliferation reagent WST-1 (Cell-Pro-Ro; Roche Applied Science, Indianapolis, IN, USA) following the manufacturer’s protocol. Cellular growth inhibition was measured 72 h post drug treatment by incubation with WST-1 for 2 h and absorbance was measured at a wavelength of 450 nm on a Synergy HTX Multi-Mode Plate reader (BioTek Instruments, Winooski, VT, USA). Cellular viability was determined by normalizing raw absorbance readings to the average values of the control treatment condition on each plate and IC50 values were derived using GraphPad Prism 10 version 10.4.0. 

CellEventTM Caspase-3/7 Green Detection Reagent (Invitrogen, Life Technologies, Carlsbad, CA, USA) was used to assess cellular apoptosis according to the protocol for 72 h post drug treatment. Cells were Hoechst-stained (Thermo Scientific, Waltham, MA, USA) and imaged using a CytationTM 1 Cell Imaging Multi-Mode Reader (BioTek Instruments, Winooski, VT, USA) every 6 h in the DAPI, GFP and Brightfield channels. Automatic background flattening parameters were used to remove the background fluorescence from the GFP and DAPI channels and object masking thresholds were set to identify each cell for counting. DAPI fluorescence was used for identifying the total cell count and a subpopulation count of GFP fluorescence was used to identify apoptotic cells. 

All results are reported as a mean and standard deviation of three independent biological replicates, each containing a minimum of three technical replicates for each treatment condition.

### 2.7. RNA Sequencing and Gene Expression Analysis

BT-549 (basal-like, BL1), CAL-120 (basal-like, BL1), HCC-1806 (basal-like, BL2), and MDA-MB-468 (mesenchymal, MSL) cells were treated with DMSO control or 200 nM selinexor. The selinexor concentration was chosen to be slightly higher than the average IC50 across all cell lines previously determined by the cellular viability assay. Samples were collected at 8 and 24 h post treatment and total RNA was isolated and purified using Quick-RNATM Miniprep Plus Kit (ZYMO Research, Irvine, CA, USA) following the manufacturer’s instructions. All samples were processed at the UMN Genomics Center (RRID:SCR_012413) for library preparation and sequencing at a read depth of 20 million reads/sample. FASTQ files were trimmed using Trimmomatic (RRID:SCR_011848), aligned to the transcriptome using HISAT2 (RRID:SCR_015530), sorted with SAMTOOLS (RRID:SCR_002105), and gene counts were obtained with featureCounts (RRID:SCR_012919). Differentially expressed genes between DMSO and drug-treated samples for each time point were identified using DESeq2 (RRID:SCR_015687). Pathways of interested significantly associated with differentially expressed genes were identified using ReactomeGSA (RRID:SCR_003485) and Gene Set Enrichment Analysis (GSEA) (RRID:SCR_003199). For ReactomeGSA, the weighted gene set analysis PADOG method was selected to weigh genes based on their prevalence in different pathways. Statistical significance was evaluated at α = 0.05 unless otherwise corrected for multiple comparisons.

### 2.8. qPCR

Total RNA was extracted using Quick-RNATM Miniprep Plus Kit (ZYMO Research, Irvine, CA, USA) following the manufacturer’s instructions. cDNA was prepared using applied biosystems High-Capacity cDNA Reverse Transcription Kit and quantitative PCR assays were conducted on an Applied Biosystems 7500 Real-Time PCR System. The expression of *NFKBIA* was normalized to the housekeeping gene *HPRT1*.

### 2.9. Western Blotting

Whole-cell lysates of BT-549, HCC-1806, and MBA-MB-468 were collected using RIPA Lysis and Extraction Buffer (Thermo Scientific, Waltham, MA, USA) with protease and phosphatase inhibitor (Thermo Scientific, Waltham, MA, USA) dissolved within. Nuclear and cytoplasmic fractions of cells utilized within experiments was collected using NE-PER Nuclear and Cytoplasmic Extraction Reagent Kit (Thermo Scientific) and isolated according to the manufacturer’s protocol. In experiments involving selinexor, cells were treated with 200 nM selinexor for 24 h. 20 µg of total protein was loaded per lane onto a 4–20% Mini-PROTEAN^®^ TGXTM Precast Protein Gel (BIO-RAD, Hercules, CA, USA) and electrophoresis was run at 180 volts for 40 min. Dry transfer onto a PVDF membrane was then performed using an iBlotTM 2 transfer system and its corresponding transfer stacks (Thermo Scientific, Waltham, MA, USA). The antibodies used were NFKBIA (Abcam Cat# ab32518, RRID:AB_733068), XPO1 (Cell Signaling Technology Cat# 46249, RRID:AB_2799298), *β*-actin as a loading control, (Cell Signaling Technology Cat# 3700, RRID:AB_2242334), and HDAC1 as a nuclear control (ABclonal Cat# A19571, RRID:AB_2862675). The imaging of blots was conducted using horseradish peroxidase-conjugated secondary antibodies on a LI-COR Odyssey Fc imager. Image processing was analyzed with ImageJ version 1.53 (RRID:SCR_003070). Statistical significance was evaluated at α = 0.05. Raw images of all Western blots contained in this manuscript can be found in the Supplemental File titled Westerns.

### 2.10. Immunofluorescence Staining

BT-549, CAL-120, HCC-1806, and MDA-MB-468 cell lines were utilized for immunofluorescence staining. Cells were seeded on a 24-well BioCoat plate (Corning #354414), allowed to adhere, and then treated with 200 nM selinexor or DMSO control for 24 h. Cells were fixed with 4% PFA (Electron Microscopy Sciences, Hatfield, PA, USA), permeabilized with 0.2% Triton^®^ X-100 (Millipore Sigma #9002-93-1), and blocked with 2% BSA in PBST. Cells were incubated in primary antibody against NFKBIA (Abcam Cat# ab32518, RRID:AB_733068) overnight at 4 °C with gentle shaking while secondary antibody (Abcam Cat# ab150077, RRID:AB_2630356) incubation was for 1 h at room temperature. Cells were then Hoechst-stained and imaged on a CytationTM 1 Cell Imaging Multi-Mode Reader (BioTek Instruments, Winooski, VT, USA). Between each step, cells were washed with PBST multiple times. Automatic background flattening parameters were used to remove background fluorescence from the GFP and DAPI channels and object-masking thresholds were set to identify each cell for counting. DAPI fluorescence was used for identifying the total cell count and a subpopulation count of GFP fluorescence was used to identify the NFKBIA abundance within the nucleus. A percentage of GFP fluorescence within the nucleus compared to total GFP fluorescence was calculated and compared between drug treated and control samples to determine the significance of NFKBIA nuclear localization. Statistical significance was evaluated at α = 0.05, unless otherwise corrected for multiple comparisons. 

### 2.11. Role of Funders

This study was supported by NIH/NCI Grants R01CA204856 (R.S.H) and a University of Minnesota (UMN) Office of Academic Clinical Affairs (OACA) Grant-in-Aid Program (GIA) award. R.S.H. also received support from NIH/NCI R01CA229618, UMN OACA Faculty Research Development grant, a UMN Masonic Cancer Center CRTI Exceptional Translational Research award, and UMN College of Pharmacy SURRGE award. The funders did not influence the research discovery made in this study.

## 3. Results

### 3.1. XPO1 Inhibitor Is Predicted to Be More Sensitive in TNBC Patient Tumors Compared to Other Breast Cancer Subtypes

With the goal of identifying a new effective therapy for TNBC patients, we utilized the CTRP’s unique compound screen, consisting of 496 compounds across 887 cancer cell lines and used corresponding RNA-Seq gene expression data from CCLE to build a ridge regression model as described in the methods. Drug response models were applied to TCGA breast cancer (discovery) and METABRIC (validation) tumor transcriptome profiles to obtain an imputed drug sensitivity score for each drug against each patient tumor. The drug response models enable us to translate the cell line drug response to patients based on transcriptomic information and look for drugs that are predicted to be particularly effective in TNBC. We performed this analysis in two independent breast cancer cohorts to ensure robustness and the increased odds of successfully nominating a candidate drug.

To identify drugs that are more effective in TNBC patient populations, patients were stratified based on their PAM50 status (non-basal or basal) for METABRIC and TCGA, and patterns of imputed drug sensitivity by subtype were compared. PAM50 basal status was used as a proxy for clinical TNBC given their shared biology and since clinical receptor status was not available for all patients. Student *t*-test results comparing a drug’s predicted sensitivity score for non-basal compared to basal statuses in the METABRIC and in TCGA breast cancer patients are shown in Figure 1A and Figure 1B, respectively, for all 427 drugs imputed. For both METABRIC and TCGA, many of these drugs are significant at a nominal Bonferroni adjusted *p*-value of 0.01 due to the large sample size of breast cancer patients (*n* = 1975 and *n* = 1085, respectively). Therefore, we chose to focus on the drugs with the highest effect size and significance. When looking at this, we found consistent results between the two independent patient datasets. Of the top 10 compounds from each analysis, five were present in both. Among them, leptomycin B (an XPO1 inhibitor) appeared as the most significant result in both the METABRIC and TCGA datasets. Additionally, when compared to current standard-of-care treatments for TNBC, our imputed sensitivity scores for each show preferential sensitivity toward TNBC but are lower than leptomycin B in terms of both effect size and significance. Also, the FDA recently approved an XPO1 inhibitor (selinexor) for MM, providing an additional rationale to focus on further developing/repurposing XPO1 inhibitors for the treatment of TNBC.

### 3.2. In Vitro Screening of Selinexor Validates XPO1 Inhibitor Sensitivity Across a Wide Array of TNBC Cell Lines and Subtypes

To confirm XPO1 inhibitors’ sensitivity for the treatment of TNBC, we tested the efficacy of selinexor in a collection of TNBC cell lines from a variety of TNBC subtypes. Cell lines were exposed to increasing concentrations of selinexor, and cell growth inhibition was measured as described in the Methods section. All seven TNBC cancer cell lines showed significant growth inhibition following selinexor treatment with IC50 values ranging from 32 nM to 732 nM (Figure 2A). As a point of reference, the Cmax of selinexor observed in the clinical trials leading to the drug’s approval in MM was reported to be 680 ng/mL (1533.9 nM) [27]. All TNBC cell lines evaluated were well below this and suggest that selinexor is efficacious in killing TNBC cells for the most part at a rate comparable to, if not better than, those reported previously in initial MM screenings. This finding was also supported by our investigation of other XPO1 inhibitors screened in the CTRP (Supplemental Figure S1).

In addition to cell growth inhibition, cellular apoptosis was assessed using CellEventTM Caspase-3/7 following selinexor treatment in two TNBC cell lines, namely BT-549 (Figure 2B) and MDA-MB-231 (Figure 2C). Dose-dependent apoptosis was observed in both cell lines which occurred starting at approximately 24 h after selinexor treatment. Both cell lines displayed statistically significant differences between the control and drug treated at a *p*-value less than 0.05 when assessed with a two-way ANOVA. Taken together, these experiments demonstrate selinexor’s efficacy in inhibiting TNBC cellular growth via apoptosis-mediated cell death.

### 3.3. XPO1 Expression Alone Does Not Explain TNBC Cell Line Sensitivity to Selinexor

Following the validation of selinexor sensitivity in TNBC cell lines, we next sought to explore the mechanism behind TNBC sensitivity to XPO1 inhibition. We first examined the drug target, namely the XPO1 gene expression levels by breast cancer subtype across the patient samples in METABRIC and TCGA (Figure 3A,B). Similar patterns of XPO1 mRNA expression were observed in both clinical studies with the basal-like breast cancer subtype having the highest and normal-like subtype having the lowest expression levels. Student *t*-test results indicate that the expression levels of XPO1 were statistically significant in basal-like breast cancer compared to any other breast cancer subtype or normal tissue.

We also assessed the effect of selinexor on XPO1 at the protein level. We treated TNBC cell lines: BT-549, HCC-1806, CAL-120 and MDA-MB-468, with 200 nM selinexor or DMSO control, collected whole-cell protein lysate and immunoblotted for XPO1 protein expression (Figure 3C). All 4 TNBC cell lines expressed XPO1 and the drug treatment decreased XPO1 protein abundance. This is consistent with previous in vitro studies which showed that XPO1 is degraded after selinexor treatment in human glioblastoma cell lines [28]. 

Given these results, we investigated the degree to which TNBC sensitivity to XPO1 inhibitors can be explained by the XPO1 expression alone. Using publicly available XPO1 expression data and leptomycin B sensitivity information in a collection of breast cancer cell lines from the CCLE and CTRPv2, we performed a correlation analysis between XPO1 expression (at mRNA and protein level) and measured the cellular sensitivity to leptomycin B (Figure 3D,E). Interestingly, neither mRNA nor protein levels of XPO1 expression correlated with the leptomycin B sensitivity, suggesting that the XPO1 expression alone does not explain TNBC sensitivity to XPO1 inhibition.

### 3.4. RNA-Sequencing Across Four TNBC Cell Lines Reveals Significant Changes to NF-kB Signaling Following Selinexor Treatment

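RNA was sequenced from 48 libraries of 4 established TNBC cell lines, 3 for each of the 16 groups formed by cell line, treatment (200 nM selinexor or DMSO) and time point. The authors trimmed the reads with Trimmomatic, aligned them with HISAT2, sorted them with SAMtools and counted them on genes with featureCounts. The values they deposited are log2 CPM, 1 table per cell line, with about 1 read added to each value and scaled to the library. The log2 and the added read were undone, and 100% of the values then came out as whole numbers of reads. Between 20683680 and 34037953 reads per library were counted on genes (median 25767151.5), and the paper's stated depth is 20 M reads per sample. The depths reported here use the counted reads. In BT-549, the libraries held 23433084 to 29851337 reads with DMSO at 8 h (median 24351885) and 23351737 to 25340453 with selinexor at 8 h (median 24970967). At 24 h they held 27672103 to 30477836 with DMSO (median 30100000) and 25720936 to 27445542 with selinexor (median 26258759). In CAL-120, they held 24827510 to 27297081 reads with DMSO at 8 h (median 24871867) and 26694968 to 30129275 with selinexor (median 28447654). At 24 h the range was 27423648 to 34037953 with DMSO (median 28206669) and 21191498 to 26444339 with selinexor (median 24833801). In HCC-1806, it was 23743136 to 26921527 with DMSO at 8 h (median 24028113) and 23206466 to 25924260 with selinexor (median 25141204). At 24 h it was 21752390 to 27348379 with DMSO (median 23754067) and 20683680 to 25913784 with selinexor (median 23304101). In MDA-MB-468, it was 25195789 to 26519349 with DMSO at 8 h (median 25428852) and 23252437 to 29879417 with selinexor (median 29444493). At 24 h it was 25637111 to 30332906 with DMSO (median 28620281) and 22922296 to 25813367 with selinexor (median 23679726). A count of 3 reads, taken as the floor, was worth 0.0947 to 0.162 CPM. For a named gene, a fold against a group at or under it is given as a lower bound. This floor covers counting error only, and not all of it. Where a group holds 3 reads, counting error can also take the fold below the bound. The counts of changed genes use the fitted folds, also for groups at the floor. The authors scaled each library to an effective size 0.852 to 1.18 times its counted reads. CPM were scaled again within each cell line by median-of-ratios factors, which lay between 0.967 and 1.027. Genes with at least 0.5 CPM in at least 3 of the 12 libraries of a line were tested, which were 14949 genes in BT-549, 15525 in CAL-120, 16089 in HCC-1806 and 15735 in MDA-MB-468. Log2 (CPM + 0.1) was fitted with limma, all 4 groups of a line together, and p-values were adjusted over the genes of a line by the Benjamini-Hochberg method. The cell lines come in separate tables and were not tested against each other.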

To explore the mechanism of action of XPO1 inhibitor sensitivity in TNBC, we examined mRNA expression perturbation by selinexor treatment in four TNBC cell lines (BT-549, CAL-120, HCC-1806 and MDA-MB-468) at 8 and 24 h after treatment. The TNBC cell lines were chosen to capture the variability in TNBC. 

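The cell lines were described by the levels of marker genes in their 6 DMSO libraries, from lists of 10 epithelial and 10 mesenchymal genes, of which CAL-120 has 9 epithelial and MDA-MB-468 9 mesenchymal genes listed. In BT-549, the median mesenchymal gene had 111 CPM and the median epithelial gene 0.407 CPM. In CAL-120, these medians were 73.6 CPM and 16.4 CPM. In HCC-1806, the order was the other way, with 5.56 CPM for the mesenchymal and 511 CPM for the epithelial genes. MDA-MB-468 had 0.765 CPM and 383 CPM. Vimentin (VIM) was at 2960 ± 784 CPM (SD, n = 6) in BT-549, 2242 ± 285 in CAL-120, 0.894 ± 0.458 in HCC-1806 and 28.5 ± 6.32 in MDA-MB-468. KRT5 was at 1.10 ± 0.758 CPM (SD, n = 6) in BT-549, 0.0989 ± 0.0583 in CAL-120, 2087 ± 612 in HCC-1806 and 2111 ± 1101 in MDA-MB-468. The estrogen receptor gene ESR1 had 0.224 ± 0.139 CPM in BT-549, 2.63 ± 0.640 in CAL-120, 11.6 ± 0.402 in HCC-1806 and 5.04 ± 0.602 in MDA-MB-468. ERBB2, the gene of HER2, had between 35.7 CPM in CAL-120 and 65.4 CPM in HCC-1806. No test was made between the cell lines. In its methods, the paper lists BT-549 and CAL-120 as basal-like (BL1), HCC-1806 as basal-like (BL2) and MDA-MB-468 as mesenchymal (MSL). In Figure 2A, it colours MDA-MB-468 as BL1, HCC-1806 as BL2, and BT-549 and CAL-120 as mesenchymal stem-like.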

Differential gene expression analysis was performed between selinexor-treated and DMSO control samples for each cell line using DESeq2. 

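With the time point as a covariate, selinexor was set against DMSO over the 12 libraries of each cell line. At a limma adjusted p-value under 0.05 and an absolute log2 fold change above 1, 564 genes changed in BT-549, 506 of them higher and 58 lower. In CAL-120, 1006 genes changed, 936 higher and 70 lower. In HCC-1806, 275 genes changed, 257 higher and 18 lower, and in MDA-MB-468 240 genes, 39 of them lower. The pseudocount moved these counts most. With 1 CPM in place of 0.1 CPM added before the log2, the counts were 158, 237, 92 and 73 genes in the same order of cell lines.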

Time as a covariate was also assessed (Supplemental Figure S2). To compare and summarize all significantly differentially expressed genes for each cell line, we filtered genes by an FDR-adjusted *p*-value of less than 0.05 and an absolute log2fold change greater than 1. 

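At these thresholds, limma called 506 genes in BT-549 at 8 h and 955 at 24 h. CAL-120 had 507 genes at 8 h and 1877 at 24 h, HCC-1806 had 84 and 369, and MDA-MB-468 had 280 and 496. Genes that rose after selinexor made up between 65.9% of the changed genes in MDA-MB-468 at 24 h and 91.7% in HCC-1806 at 8 h. Among genes with at least 10 CPM on average, the share that rose in CAL-120 at 24 h was 42.4%, 151 of 356 changed genes. The counts moved with single libraries, most of all in HCC-1806. Without replicate 1 of selinexor at 24 h, 219 genes changed at 8 h and 631 at 24 h, and without replicate 3 of selinexor at 8 h the count at 8 h was 19. The count was 633 in BT-549 at 24 h without replicate 2 of selinexor at 24 h, 180 in MDA-MB-468 at 8 h without replicate 2 of selinexor at 8 h, and 275 there at 24 h without replicate 3 of selinexor at 24 h. With each time point fitted alone, HCC-1806 had 292 changed genes at 8 h and 131 at 24 h, and with a replicate block 143 at 8 h. The change of the selinexor effect from 8 to 24 h was tested as an interaction in each cell line. It passed the same thresholds for 226 genes in BT-549, 558 in CAL-120, 297 in MDA-MB-468 and 0 in HCC-1806, where 1267 genes had an unadjusted p-value under 0.05. With the replicate block, the interaction was called for 398 genes in BT-549 and 543 in MDA-MB-468, and with eBayes without a trend for 38 genes in MDA-MB-468. Over the fits without 1 library, the count in MDA-MB-468 ran from 5, without replicate 2 of selinexor at 8 h, to 712, without replicate 1 of DMSO at 24 h. It ran from 116 to 322 in BT-549 and from 366 to 953 in CAL-120. Without replicate 1 of selinexor at 24 h, the count in HCC-1806 was 366.

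**Figure D1:**
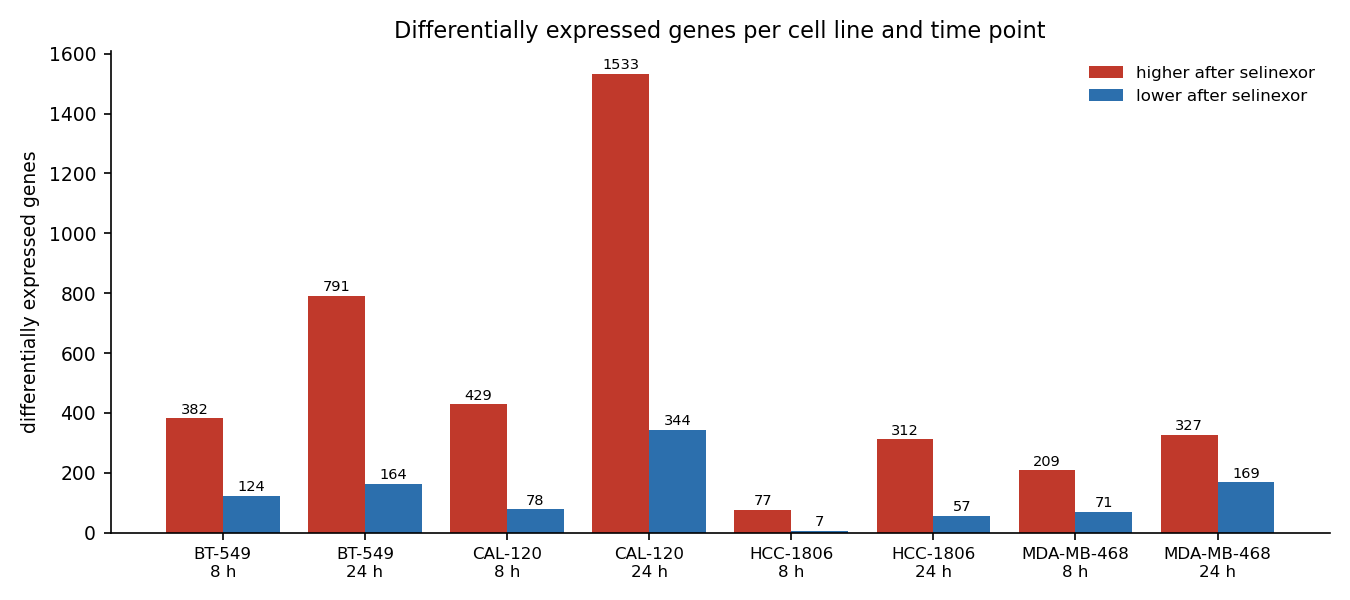
Number of differentially expressed genes per cell line and time point after selinexor (limma adjusted p-value under 0.05 and absolute log2 fold change above 1, 3 libraries against 3), with genes that rose in red and genes that fell in blue. The red bar is the taller one in each pair, up to 1533 genes in CAL-120 at 24 h.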

The results are visualized in the upset plots (Figure 4A,B). 

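At 8 h, 16 genes changed in all 4 cell lines, and 26 more changed in BT-549, CAL-120 and MDA-MB-468 without HCC-1806. The largest overlap of 2 cell lines at 8 h was that of BT-549 with CAL-120, with 66 genes shared by these alone. At 24 h, 16 genes again changed in all 4 cell lines, and BT-549 and CAL-120 shared 280 genes with neither of the others. Genes changed in 1 cell line alone numbered 362 in BT-549, 358 in CAL-120, 29 in HCC-1806 and 180 in MDA-MB-468 at 8 h. At 24 h they numbered 516, 1406, 212 and 301. The genes common to the 4 cell lines at 8 h were 25 with each time point fitted alone, and those at 24 h were then 7. Over the fits that each left out 1 library, those at 8 h ran from 9 to 22 and those at 24 h from 11 to 17. The value of 9 came from fits without an HCC-1806 library of 8 h.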

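Over the 8 comparisons of selinexor with DMSO, 3499 unique genes passed the thresholds. Of these, 2649 rose in at least 1 comparison and fell in none, 808 fell and rose in none, and 42 rose in 1 and fell in another. At 8 h there were 1117 unique genes and at 24 h 3014. A change in 1 of the 8 comparisons alone was seen for 2449 genes. With a pseudocount of 1 CPM, the number of unique genes was 1479.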

In total, there were 3934 significantly differentially expressed unique genes among the 4 cell lines and across the 2 time points. 

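SLC30A2, RNF150, PCLO, FAM225A, CAPN5, SLC43A2, NGFR and ZNF442 passed the thresholds in all 8 comparisons, and each rose in every one. The SLC30A2 calls in CAL-120 were lost under 8 of 12 alternatives at 8 h and under 4 of 12 at 24 h. Some calls of FAM225A, PCLO and SLC43A2 were lost under 1 or 2 alternatives, and no call of CAPN5, NGFR, RNF150 or ZNF442 was lost under these. RNF150 (ENSG00000170153) had a log2 fold change between 2.15 and 4.96 in 7 comparisons, CAPN5 (ENSG00000149260) between 1.91 and 3.67, PCLO (ENSG00000186472) between 1.62 and 3.62, and ZNF442 (ENSG00000198342) between 1.57 and 2.40. SLC43A2 (ENSG00000167703) lay between 1.37 and 2.27, SLC30A2 (ENSG00000158014) between 1.11 and 2.98 in 7 comparisons, and FAM225A (ENSG00000231528) between 1.52 and 2.60. In the remaining comparison of RNF150 and SLC30A2, every DMSO library was at or under 3 reads, and the fold has only a lower bound. RNF150 in HCC-1806 at 8 h was at least 44.4-fold higher, and SLC30A2 in BT-549 at 8 h at least 8.04-fold higher. FNDC5 and SLC16A6 passed in 7 of the 8 comparisons. In HCC-1806 at 8 h, FNDC5 had a log2 fold change of 1.88 (limma adjusted p = 0.0704) and SLC16A6 of 1.87 (limma adjusted p = 0.0666). The number of genes common to all 8 comparisons was between 5 and 10 over the fits that each left out 1 library.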

We identified nine genes whose expression level significantly changed in all four cell lines and time points (Supplemental Figure S3). Among them, one of the most significant findings was centered around the *NGFR* gene, which showed a very significant adjusted *p*-value and a large effect size (BT-549: *p*-adj = 7.62 × 10^−195^, log2FC = 6.53, CAL-120: *p*-adj = 8.65 × 10^−47^, log2FC = 6.18, HCC-1806: *p*-adj = 5.59 × 10^−22^, log2FC = 2.70, MDA-MB-468: *p*-adj = 2.89 × 10^−16^, log2FC = 3.45). 

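NGFR (ENSG00000064300) encodes the low-affinity neurotrophin receptor p75NTR. With time as a covariate, its log2 fold change was 6.46 (SE 0.23) in BT-549, with a limma adjusted p of 1.2e-10. In CAL-120 it was 5.22 (SE 0.22, limma adjusted p = 2.3e-08), in HCC-1806 2.71 (SE 0.26, limma adjusted p = 1.1e-05) and in MDA-MB-468 3.01 (SE 0.32, limma adjusted p = 5.6e-05). In every cell line and at both time points, all 3 selinexor libraries lay above all 3 DMSO libraries. BT-549 had 1.24 ± 0.637 CPM (SD, n = 3) with DMSO and 83.8 ± 13.4 CPM with selinexor at 8 h, and 0.766 ± 0.163 and 96.1 ± 12.9 CPM at 24 h. CAL-120 had 0.125 ± 0.00732 and 6.11 ± 0.197 CPM at 8 h, and 0.0765 ± 0.0678 and 8.56 ± 1.96 CPM at 24 h. HCC-1806 had 6.26 ± 2.41 and 61.1 ± 9.56 CPM at 8 h, and 10.3 ± 3.22 and 44.8 ± 17.4 CPM at 24 h. MDA-MB-468 had 0.165 ± 0.108 and 2.74 ± 0.573 CPM at 8 h, and 0.209 ± 0.160 and 1.57 ± 0.482 CPM at 24 h. The DMSO libraries of CAL-120 at 8 h held 3 reads of NGFR each, which is the floor itself. The bound of 47.1-fold for the rise with selinexor is therefore set at the observed counts. Counting error in so few reads can take the fold below it. Because the counts with DMSO were this low in CAL-120 and MDA-MB-468, the size of the change depended on the pseudocount. With 1 CPM added, the log2 fold change was 2.90 in CAL-120 and 1.38 in MDA-MB-468, and both stayed past the thresholds.

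**Figure D2:**
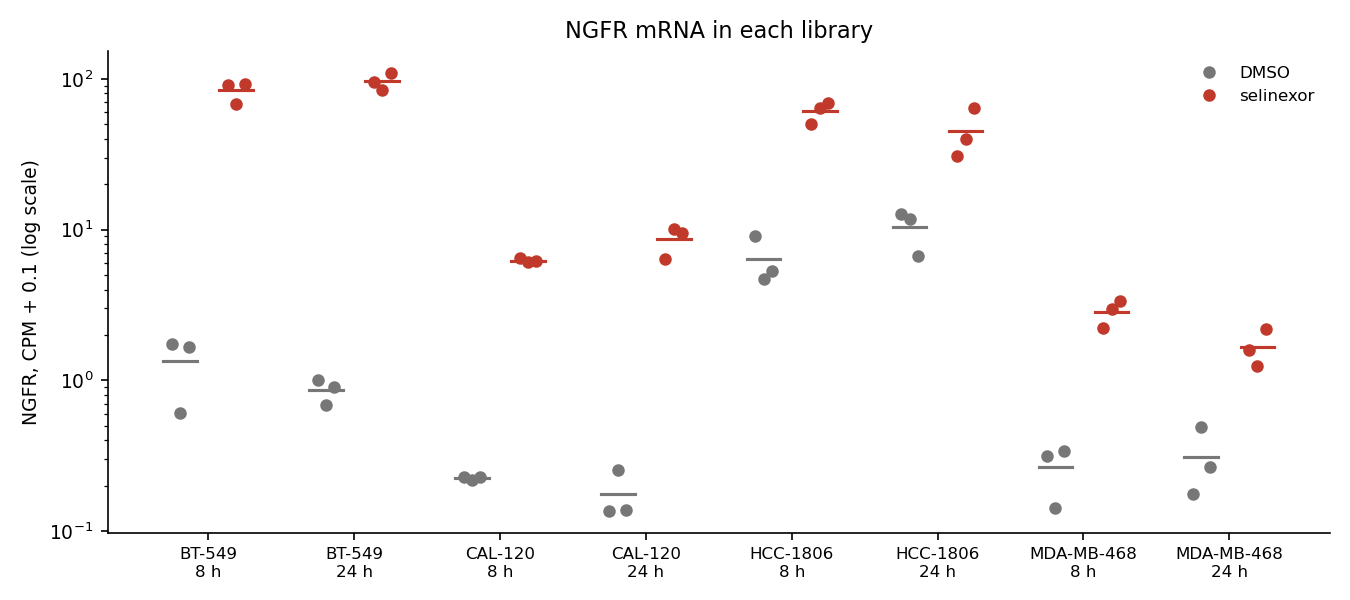
NGFR level in each of the 48 libraries (CPM plus 0.1, log scale) by cell line and time point, DMSO in grey and selinexor in red, with the mean of each 3 libraries as a line. Red points lie above grey points in every pair of groups, and the DMSO groups of CAL-120 and MDA-MB-468 lie near the floor of 3 reads.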

In addition to looking at the differentially expressed genes using DESeq2, we also performed a gene set analysis using ReactomeGSA version 1.18.0 for all cell lines and accounting for time points. ReactomeGSA resulted in the following number of significant pathways per cell line: 69 for BT-549, 74 for CAL-120, 75 for HCC-1806 and 62 for MDA-MB-468. To identify the most robust pathway changes due to selinexor perturbation, we focused on the pathways significant across all cell lines. From this, we identified 10, which are visualized in Figure 4C. All 10 pathways were upregulated across each cell line. Interestingly, 7/10 upregulated pathways directly surround p75NTR, another name for NGFR which suggests consistency with our DESseq2 result. 

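The Reactome sets were not analysed here. A list of 39 genes of p75NTR signalling without NGFR itself stood in for them, and 38 of its genes were tested in BT-549, CAL-120 and HCC-1806 and 37 in MDA-MB-468. Its median log2 fold change lay between -0.09 in BT-549 at 8 h and 0.06 in BT-549 at 24 h. With libraries scaled to their own read totals, which shifts the median of all genes upward, it lay between 0.0023 and 0.25. The limma camera test, with p-values adjusted over 5 lists and 8 comparisons, called this list in 0 of the 8 comparisons, and in 0 of 8 its unadjusted p-value was under 0.05. The rotation test fry called it lower in BT-549 at 8 h and higher in MDA-MB-468 at 24 h. In CAL-120 at 24 h, 17 of the 38 genes had an adjusted p-value under 0.05, and 18 when adjusted over the list alone.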

“NFG and proNGF binds to p75NTR” upregulation, which was the most changed in terms of the average fold change and *p*-value significance signifying activation of NGFR. Among the 10 common gene sets, the upregulation of “P75NTR signals via NF-kB” and “NF-kB is activated and signals survival” indicates changing NF-kB pathway activity in relationship to the changing NGFR. Indeed, interaction between NGFR and the NF-kB pathway has been previously established [13,15,17,18]. 

We also performed a gene set enrichment analysis (GSEA) for all cell lines and time points using the MSigDB hallmark gene sets for analysis. GSEA resulted in eight significant gene sets (Figure 4D). 

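The MSigDB hallmark sets were not analysed here, and 5 short gene lists stood in for them. These were S phase and G2/M genes, 25 genes of nucleolar and ribosome biogenesis, 25 NF-kB target genes and the p75NTR list. Of the 20 combinations of list and cell line, 17 had a median log2 fold change of the same sign at 8 and 24 h. In 11 of the 20, camera called the list at both time points, and 10 of these had the same sign. Of the 40 tests, 26 passed at an adjusted p-value under 0.05. The calls of camera rest on a preset correlation of 0.01 between genes, and 18 of the 26 held under fry and 2 under a correlation estimated from the data. The difference between the time points was itself past camera's threshold in 12 of the 20 combinations, of which 5 held under fry and 1 under the estimated correlation.

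**Figure D3:**
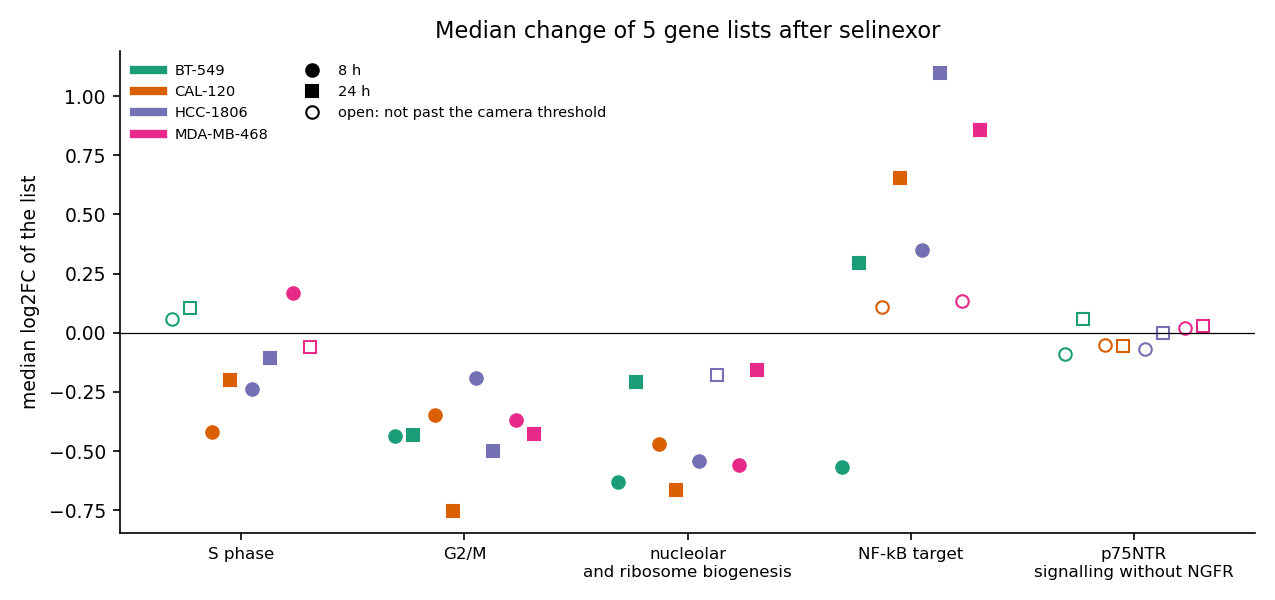
Median log2 fold change of the genes of each list after selinexor, by cell line (colour) and time point (circles 8 h, squares 24 h), 3 libraries against 3. Filled symbols passed camera's threshold at a preset correlation of 0.01, and the G2/M medians lie below 0 in each of the 8 comparisons.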

Comparing pattern of change between 8 h and 24 h for each cell line, similar pathway enrichment was noted among them. “TNF via NF-kB signaling” reported to be significant in three of the four cell lines and the enrichment became more positive between the time points. 

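The list of NF-kB target genes was lower in BT-549 at 8 h, with a median log2 fold change of -0.57 (camera adjusted p = 6.0e-08 from limma), and 11 of its 23 tested genes had an adjusted p-value under 0.05 there, or 16 adjusted over the list alone. At 24 h its median was 0.29 in BT-549, 0.65 in CAL-120, 1.10 in HCC-1806 and 0.86 in MDA-MB-468, and all 4 passed camera's threshold in limma. At 8 h the medians were 0.11 in CAL-120, 0.35 in HCC-1806 and 0.13 in MDA-MB-468, and only that of HCC-1806 passed. Under fry this last call did not hold, and the other 5 did. Under the estimated correlation none of the 6 calls held. The change from 8 to 24 h was tested as an interaction and was positive in the 4 cell lines, with medians of 1.00, 0.73, 0.68 and 0.70 in the order BT-549, CAL-120, HCC-1806 and MDA-MB-468. NFKBIA, NFKB1, NFKB2 and RELB are themselves among the 25 genes of the list.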

Since NGFR is a member of the TNF superfamily, this is consistent with our previously described DESeq2 and ReactomeGSA results. Moreover, we observed a positive enrichment score for “KRAS signaling down” in three of the four cell lines and a negative enrichment score for “KRAS signaling up” in the last remaining cell line. Both indicate a reduction in oncogenic KRAS signaling following selinexor treatment and could be caused by NGFR. Furthermore, we observed significant changes to downstream effectors of the NF-kB pathway related to cell proliferation, survival and inflammation such as E2F targets, G2M checkpoint, Myc targets V1 and V2, and inflammatory response in many of the cell lines and time points. 

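Of 43 S phase genes, the median log2 fold change was -0.42 in CAL-120 at 8 h and -0.20 at 24 h, and -0.24 and -0.11 in HCC-1806, all lower by camera. In MDA-MB-468 at 8 h it was 0.17, which camera called higher, and at 24 h -0.06 with no call. BT-549 had 0.06 and 0.11 with no call. Under fry the calls of the S phase list that held were those of CAL-120, and under the estimated correlation 0 of the 5 calls held. With libraries scaled to their own read totals, the S phase median at 24 h was -0.0036 in CAL-120 and 0.15 in HCC-1806. This scaling shifts the median of all genes there to 0.15 and 0.24. The G2/M list, 54 genes in CAL-120 and 53 in the other cell lines, was lower by camera in all 8 comparisons, and its median stayed below 0 under the other scalings of the libraries. Their median fell by 0.44 in BT-549 at 8 h and by 0.43 at 24 h on the log2 scale, by 0.35 and 0.75 in CAL-120, by 0.19 and 0.50 in HCC-1806, and by 0.37 and 0.43 in MDA-MB-468. Of these 8 calls, 7 held under fry, the exception being HCC-1806 at 8 h, and 0 held under the estimated correlation. In CAL-120 at 24 h, 44 of the 54 G2/M genes had an adjusted p-value under 0.05 in limma, and 47 adjusted over the list alone.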

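The list of 25 nucleolar and ribosome biogenesis genes, standing in for the Myc target sets, was lower by camera in 7 of the 8 comparisons. Its median log2 fold change was -0.63 in BT-549 at 8 h and -0.21 at 24 h, -0.47 and -0.66 in CAL-120, -0.54 and -0.18 in HCC-1806, and -0.56 and -0.16 in MDA-MB-468. HCC-1806 at 24 h was the comparison with no call, and its median was 0.077 with libraries scaled to their own read totals. Fry kept 4 of the 7 calls and the estimated correlation 2, both in CAL-120. At 8 h, 18 of the 25 genes in BT-549 had an adjusted p-value under 0.05 in limma, and 22 adjusted over the list alone.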

Negative enrichment scores were noted in E2F targets, G2M and Myc targets V1 and V2. Literature states that, in breast cancer, the overactivation of NF-kB leads to the activation of these pathways [29]. Therefore, the inhibition of NF-kB activity could be a possible explanation for the decreases seen in the downstream effectors.

To further evaluate the connection among XPO1 inhibitor sensitivity, *NGFR* and NF-KB pathway, we found that while *NGFR* itself does not have an NES, which means that XPO1 and NGFR have no direct interaction, a major regulator of the NF-kB pathway, NFKBIA, possesses one. This, combined with the fact that we identified evidence of significant changes to the NF-kB pathway activity and downstream effectors from both ReactomeGSA and GSEA, persuaded us to examine a collection of canonical and non-canonical NF-kB pathway genes to see whether they are differentially expressed after selinexor treatment (Figure 4E). Overall, we found that the major NF-kB genes expression levels are changing after the selinexor treatment and that there are consistencies in the patterns of change across time and cell line models. Additionally, each gene is significantly differentially expressed in at least one cell line, suggesting that the NF-kB pathway is being altered. 

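For the 10 genes of Fig. 4E, selinexor was set against DMSO in each cell line and at each time point, at an adjusted p-value under 0.05 in limma with no threshold on the fold change. Of the 80 tests, 23 passed, 12 of them higher and 11 lower after selinexor. Adjusted over the list alone, 37 passed, 20 higher and 17 lower. The count was moved most by a block for the replicate number within each time point, chosen after the data were seen, under which 38 tests passed. A replicate block over both time points gave 29. XPO1 (ENSG00000082898) was higher in BT-549 and MDA-MB-468 at both time points and in CAL-120 at 8 h. Its log2 fold change was 0.41 (SE 0.09) in BT-549 at 8 h, 0.57 (SE 0.11) in CAL-120 at 8 h and 0.81 (SE 0.11) in MDA-MB-468 at 8 h. The call in BT-549 at 24 h was lost in 3 of the 12 fits that each left out 1 library. In HCC-1806 it was 0.76 at 8 h (limma adjusted p = 0.0753) and 0.57 at 24 h (limma adjusted p = 0.0820), and these 2 passed when adjusted over the list alone. The change at 8 h was also called with each time point fitted alone (limma adjusted p = 0.00275) and with the replicate block within each time point (limma adjusted p = 0.00370). At 8 h, IKBKG, CHUK, NFKB1, NFKBIB, RELB and RELA had negative log2 fold changes in all 4 cell lines.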

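A call in at least 1 cell line was made for 9 of the 10 genes. Adjusted over the list alone, each of the 10 had a call in at least 1 cell line. NFKB1 (ENSG00000109320) was lower in BT-549 at 8 h, with a log2 fold change of -0.56 (SE 0.15, limma adjusted p = 0.0186). NFKBIB (ENSG00000104825) was lower in BT-549 at 8 h (-0.63, SE 0.13, limma adjusted p = 0.00381) and in CAL-120 at 24 h (-0.77, SE 0.16, limma adjusted p = 0.00337). IKBKB (ENSG00000104365) was lower in CAL-120, by -0.41 (SE 0.10) at 8 h and -0.57 (SE 0.10) at 24 h on the log2 scale. The IKBKB call at 8 h was lost in 6 of the 12 fits that each left out 1 library, and it was lost with libraries scaled to their own read totals (limma adjusted p = 0.157, in a range of 1.4e-05 to 0.157 over the alternatives). The NFKB1 call was lost in 3 of its 12 fits and also with this scaling (limma adjusted p = 0.0502). With a replicate block within each time point, the CAL-120 calls at 24 h of IKBKB and NFKBIB were lost (limma adjusted p of 0.139 and 0.144). This scaling and this block were chosen after the data were seen.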

With regard to the canonical NF-kB pathway, we identified that the *NFKBIA* gene expression was significantly upregulated in three of the four cell lines and across all cell lines, and *NFKBIA* became more upregulated over time. 

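NFKBIA (ENSG00000100906) was higher at 24 h in CAL-120 (log2 fold change 0.47, SE 0.12, limma adjusted p = 0.00956), HCC-1806 (0.84, SE 0.15, limma adjusted p = 0.00561) and MDA-MB-468 (0.83, SE 0.10, limma adjusted p = 0.000161), and at 8 h in CAL-120 (0.58, SE 0.12, limma adjusted p = 0.00818). In HCC-1806 at 8 h it was 0.48 (limma adjusted p = 0.150). There, where libraries of the same replicate number deviated together, it was called with a replicate block within each time point, chosen after the data were seen (limma adjusted p = 0.0124), and with each time point fitted alone (limma adjusted p = 0.00983). In BT-549 it was -0.38 at 8 h (limma adjusted p = 0.156) and 0.28 at 24 h (limma adjusted p = 0.266). The calls of CAL-120 and HCC-1806 at 24 h were lost when each time point was fitted alone, with limma adjusted p-values of 0.0694 and 0.0982, in ranges over the alternatives of 0.000519 to 0.213 and 0.00294 to 0.112. The change of the effect from 8 to 24 h was 0.65 in BT-549 (limma adjusted p = 0.179), -0.11 in CAL-120 (limma adjusted p = 0.765), 0.36 in HCC-1806 (limma adjusted p = 0.687) and 0.76 in MDA-MB-468 (limma adjusted p = 0.0324). The last of these was lost in 6 of the 12 fits that each left out 1 library.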

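RELA (ENSG00000173039) had log2 fold changes between -0.30 in HCC-1806 at 8 h and 0.36 in MDA-MB-468 at 24 h, with limma adjusted p-values from 0.0823 to 0.883. None of the 8 comparisons passed, and with a replicate block within each time point, chosen after the data were seen, BT-549, CAL-120 and MDA-MB-468 at 8 h did, with limma adjusted p-values of 0.000771, 0.00160 and 0.00616. With each time point fitted alone, CAL-120 and HCC-1806 at 8 h passed (0.000541 and 0.0498). In the reported fit, 2 passed when adjusted over the list alone, BT-549 at 8 h (-0.26, adjusted p = 0.0330 over the list, limma) and MDA-MB-468 at 24 h (adjusted p = 0.0345 over the list, limma).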

Meantime, we did not observe significant changes for the primary binding partner of *NFKBIA*, RELA, in most samples. Assessment of the other NF-kB nuclear translocation regulator *IKBKG*, encoding for *NEMO*, only showed significant downregulation in two of the eight samples. 

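IKBKG (ENSG00000269335) was lower in MDA-MB-468 at 8 h, with a log2 fold change of -0.38 (SE 0.12, limma adjusted p = 0.0468). This call was lost in 9 of the 12 fits that each left out 1 library, and with a pseudocount of 1 CPM (limma adjusted p = 0.0518, in a range of 0.00149 to 0.0922 over the alternatives). In CAL-120 at 8 h the log2 fold change was -0.41 (SE 0.31, limma adjusted p = 0.433, or 0.00887 with each time point fitted alone), and in HCC-1806 at 8 h it was -0.60 (SE 0.31, limma adjusted p = 0.359). The genome also holds IKBKGP1, an unprocessed pseudogene of IKBKG, and how reads shared by both were counted is not known here.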

In the assessment of the non-canonical NF-kB pathway genes, *NFKB2* also appeared to become upregulated across time points and was significant in three of the four cell lines. 

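NFKB2 (ENSG00000077150) was lower in BT-549 at 8 h, with a log2 fold change of -0.57 (SE 0.16, limma adjusted p = 0.0218), and higher in MDA-MB-468 at 24 h (1.05, SE 0.22, limma adjusted p = 0.00529). In HCC-1806 at 24 h its log2 fold change was 1.10 (SE 0.32, limma adjusted p = 0.0594), and in BT-549 at 24 h 0.44 (SE 0.16, limma adjusted p = 0.0540). Both of these changes were called with the replicate block, an alternative set before the data were examined. CAL-120 had 0.11 and 0.20. From 8 to 24 h the effect rose by 1.00 in BT-549 (limma adjusted p = 0.0260) and by 1.41 in MDA-MB-468 (limma adjusted p = 0.0340). These 2 changes were lost in 7 and 6 of the 12 fits that each left out 1 library, and both were lost with eBayes without a trend (limma adjusted p of 0.0623 and 0.0748, in ranges of 0.0163 to 0.0623 and 0.0117 to 0.0748 over the alternatives). In CAL-120 and HCC-1806 the change was 0.09 and 0.90, with limma adjusted p-values of 0.908 and 0.658. The BT-549 call at 8 h was lost in 4 of its 12 fits and under 3 alternatives, with a highest limma adjusted p of 0.0554.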

Its binding partner *RELB*, unlike *RELA*, was significantly differentially expressed across all four cell lines and became more upregulated across time points. 

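RELB (ENSG00000104856) was higher at 24 h in HCC-1806, with a log2 fold change of 1.68 (SE 0.39, limma adjusted p = 0.0236), and in MDA-MB-468 (0.79, SE 0.24, limma adjusted p = 0.0336). Each of these calls was lost in 4 of the 12 fits that each left out 1 library. That of HCC-1806 was also lost with each time point fitted alone (limma adjusted p = 0.103) and that of MDA-MB-468 with eBayes without a trend (limma adjusted p = 0.0742). At 8 h the log2 fold change was -0.38 in BT-549 (limma adjusted p = 0.0918) and in CAL-120 it fell by 1.00 on the log2 scale (SE 0.42, limma adjusted p = 0.140). With a replicate block within each time point, chosen after the data were seen, both of these changes were called. That of CAL-120 was also called with each time point fitted alone. The CAL-120 libraries held only 7 to 82 reads of the gene. The change of the effect from 8 to 24 h was 1.37 in MDA-MB-468 (limma adjusted p = 0.0406), 2.00 in HCC-1806 (limma adjusted p = 0.380), 0.93 in CAL-120 (limma adjusted p = 0.409) and 0.24 in BT-549 (limma adjusted p = 0.617). The call of MDA-MB-468 was lost in 7 of the 12 fits without 1 library.

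**Figure D4:**
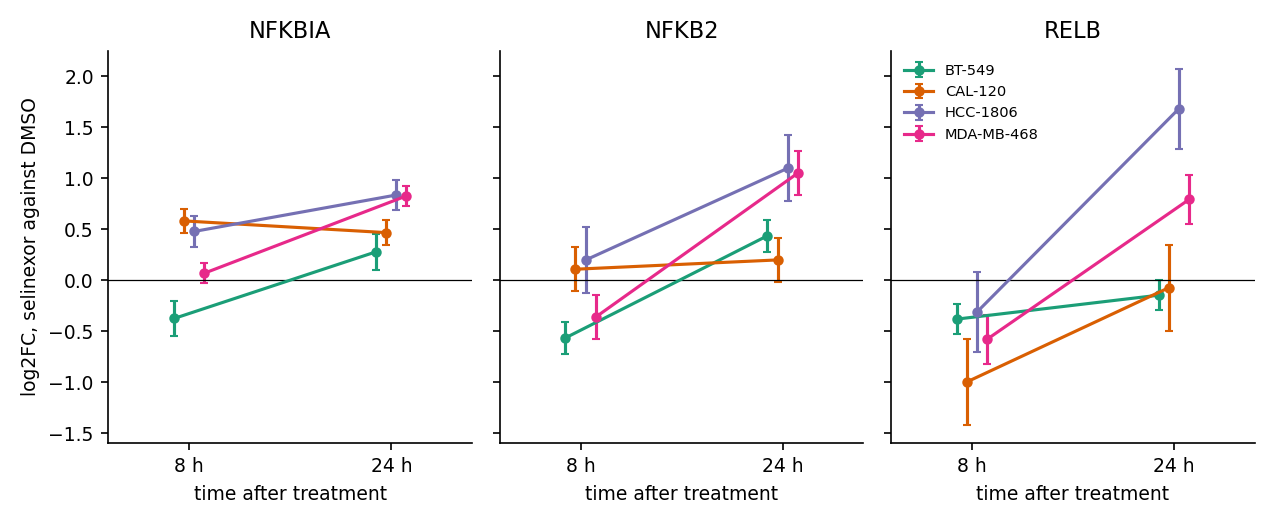
Log2 fold change of NFKBIA, NFKB2 and RELB after selinexor against DMSO at 8 and 24 h, 1 line per cell line, with the standard error from limma as bars (3 libraries against 3). From 8 to 24 h the NFKBIA line of CAL-120 falls by 0.11 and the other lines rise.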

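CHUK (ENSG00000213341) had a log2 fold change of -0.53 in BT-549 at 8 h (SE 0.10, limma adjusted p = 0.00297) and of -0.50 at 24 h (SE 0.10, limma adjusted p = 0.00310). At 24 h it was -0.51 in CAL-120 (SE 0.12, limma adjusted p = 0.00709) and -0.42 in MDA-MB-468 (SE 0.14, limma adjusted p = 0.0494). The MDA-MB-468 call was lost in 10 of the 12 fits that each left out 1 library and under 6 of 12 alternatives. The call of CAL-120 was lost with each time point fitted alone (limma adjusted p = 0.0723, in a range of 0.00363 to 0.204 over the alternatives). In HCC-1806 the log2 fold change was -0.21 at 8 h and 0.05 at 24 h, with limma adjusted p-values of 0.589 and 0.913.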

For the expression of *CHUK*, encoding for *IKKa*, the regulator of non-canonical NF-kB translocation, we observed significant downregulation in two of the four cell lines. In summary, many of the upregulated genes are those which decrease NF-kB pathway activity and the downregulated genes are those which activate NF-kB pathway activity. This suggests that selinexor treatment may decrease NF-kB pathway activity.

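Grouped by role, the inhibitors NFKBIA and NFKBIB had 4 higher and 2 lower calls among 16 tests, the higher ones all in NFKBIA. The kinase subunits IKBKG, IKBKB and CHUK had 0 higher and 7 lower calls among 24 tests. The subunits NFKB1, NFKB2, RELB and RELA had 3 higher and 2 lower calls among 32 tests. XPO1 made up the other 5 higher calls. Some of the lower calls were lost in many fits without 1 library. These were IKBKG and CHUK in MDA-MB-468 and IKBKB in CAL-120 at 8 h. From the direction of these genes, the paper proposes that selinexor may lower the activity of the NF-kB pathway. At 24 h, however, camera called the NF-kB target list higher in all 4 cell lines, with medians of 0.29 to 1.10. These calls held under fry and not under the estimated correlation. At 8 h camera called the list lower in BT-549 and higher in HCC-1806.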

Taking together, we hypothesize that TNBC selinexor sensitivity is at least in part due to the inhibition of NF-kB activity via the inhibition of the nuclear export of NFKBIA, enabling it to bind to nuclear NF-kB and inhibiting its gene transcription and the blockage of the phosphorylation of NFKBIA, protecting it from degradation.

### 3.5. Selinexor Treatment Increased NFKBIA Nuclear Retention in TNBC Cell Lines

Since XPO1 functions by exporting cargo proteins outside of the nucleus, we tested the sub-cellular localization of NFKBIA after treatment with selinexor. Following 24 h drug treatment, we found significant increases in nuclear levels of NFKBIA in all four cell lines (immunofluorescence staining, Figure 5A,B, Supplemental Figure S4). Additionally, to validate the immunofluorescence results, we conducted Western blotting on nuclear and cytoplasmic fractioned protein and found nuclear retention for NFKBIA in both BT-549 and HCC-1806 cell lines. Note that, although the same nuclear retention trend was observed, the results were only significant in BT-549 cells (Figure 5C *p*-value < 0.05). The examination of the cytoplasmic fractions for each cell line did not differ, indicating that only nuclear amounts of NFKBIA are increasing (Figure 5C, Supplemental Figure S4).

### 3.6. shRNA Knockdown of NFKBIA in TNBC Cell Lines Decreases Selinexor’s Drug Efficacy

To further test whether NFKBIA is necessary for selinexor response in TNBC cells, we performed gene knock-down experiments in BT-549 and HCC-1806 cells. In both cell lines, the NFKBIA knockdown did not significantly change the cell growth rate compared to control insert scrambled cells (Supplemental Figure S5). NFKBIA knockdown efficiency was confirmed by RT-qPCR and Western blot. Specifically, RT-qPCR confirmed a knockdown efficacy of 45% and 64% in BT-549 and HCC-1806, respectively, at the mRNA level (Figure 6A,B). Western blots indicated a 20% and a 31% knockdown in BT-549 and HCC-1806, respectively (Figure 6A,B). To examine whether decreased levels of NFKBIA expression renders TNBC cells resistant to XPO1 inhibition, we treated BT-549 and HCC-1806 NFKBIA knockdown cell lines with selinexor and measured the cellular viability. We found that NFKBIA knockdown cells were significantly less sensitive to XPO1-inhibition-mediated cell death in both BT-549 and HCC-1806 with the reported IC50s of knockdown to control being 469 nM to 197 nM (*p*-value < 0.0001) and 342 nM to 160 nM (*p*-value < 0.0001), respectively (Figure 6C). These decreased cellular sensitivities towards selinexor treatment in the presence of NFKBIA knockdown further support the functional role of NFKBIA in TNBC cell line sensitivity to selinexor.

## 4. Discussion

Compared to other breast cancer subtypes, TNBC continues to be the most aggressive, have high metastatic potential, and poorer prognosis [3]. Additionally, with the lack of ER, PR and HER2 receptors, as well as a diversity in molecular subtypes, innovations in treatment for TNBC lags behind those of its ER, PR and HER2 positive counterparts [4]. To date, systemic chemotherapy is still the primary option in neoadjuvant and adjuvant settings. With the availability of high-throughput drug screens combined with the emergence of computational modeling, this has allowed us to take a novel approach in seeking pharmacological candidates for the treatment of TNBC [10,30]. We were able to impute drug sensitivity scores for breast cancer patient tumors in two independent datasets, show consistencies between them and identify drugs with preferential sensitivity towards TNBC tumors. Among the hundreds of drugs screened, XPO1 inhibitors are represented by leptomycin B and appear to be one of the top candidates with the most significant *p*-value and/or effect size. We subsequently investigated selinexor, a XPO1 inhibitor that has already been approved by FDA to treat MM [13]. The results of this paper indicate that selinexor is computationally predicted and validated to be effective in TNBC patients, as experimentally validated in a broad panel of TNBC cell lines. We also identify NF-kB signaling a primary driver of its sensitivity.

Since selinexor’s approval in MM, there has been increasing interest in using XPO1 inhibition in other cancer context [2,15,31,32,33,34]. However, the exploration of XPO1 inhibitors in TNBC has been limited. Similarly to our initial in vitro screening of seven TNBC cell lines across a variety of subtypes, other studies examining selinexor have found that it promoted apoptosis and decreased cell viability and growth in variety of in vitro and in vivo models [34,35,36]. Our work added to the existing literature by exploring the mechanism of action for which selinexor achieves its efficacy in TNBC. By conducting RNA sequencing experiments in multiple cell line models with longitudinal expression assessment, we identified the importance of NGFR, the NF-kB pathway, and specifically NFKBIA in causing selinexor-mediated TNBC cell death. 

Our results indicate that XPO1 expression alone cannot explain TNBC sensitivity to XPO1 inhibition. Previous papers investigating the correlation of XPO1 expression in various cancers with selinexor sensitivity appears to be inconclusive with some reporting a positive correlation and others not finding any [14,37]. Although a separate cancer context, our analysis aligned with the neuroblastoma study by Galinski et al., and did not identify a correlation between XPO1 expression and selinexor sensitivity, at neither the gene nor protein levels. This suggests that TNBC XPO1 inhibitor sensitivity is independent of XPO1 expression and that XPO1 expression alone cannot be a predictive marker of response. Additionally, although XPO1 is often overexpressed in cancers and is responsible for carrying a broad range of proteins and mRNA species, our correlation results suggest that it is the cargo which XPO1 transports that is of importance—rather than XPO1 itself—in determining therapeutic effectiveness. 

Based on our RNA-seq analysis, it is quite evident that the interplay between NGFR and the NF-kB pathway, as all common significant results across model systems, can be explained by these two. While the GSEA displayed a diverse array of major pathways, all are downstream of NF-kB, except for KRAS signaling, which may be attributed to the upregulation in NGFR. As previously reported, competitive binding between TrkA, the upstream receptor leading to KRAS activation, and NGFR, was a key determinant of NGF initiating cellular death or survival [38]. Therefore, increased NGFR but not TrkA could indicate lower levels of NGF binding to the TrkA receptor, thus leading to a reduction in KRAS signaling. Moreover, the overall direction in which pathways and genes were upregulated or downregulated was consistent with a reduction in NF-kB pathway activity; downstream effectors were downregulated and genes which inhibit the NF-kB pathway were upregulated. Specifically, within breast cancer, the NF-kB pathway is reported to promote tumor growth and angiogenesis [39]. Furthermore, it has been stated that TNBC patient populations have higher levels of constitutively active NF-kB signaling compared to other subtypes [29]. This may partially explain selinexor’s preferential sensitivity towards TNBC patient populations. 

While this paper presents multiple instances evidencing NF-kB downregulation, interestingly, a few pathways showed an enrichment of NF-kB activity. “NFkB is activated and signals survival” from the ReactomeGSA and the upregulation of “hallmark inflammatory response” from GSEA. Since it is well known that the NF-kB pathway can cause both cell death and survival in a context-dependent manner, it is plausible that cell death due to selinexor also induces cellular stress and therefore increased cytokine signaling, leading to the two above pathways becoming significant. Further investigation of the differentially expressed genes within these pathways shows evidence to support this.

The attribution of specific target proteins of selinexor sensitivity has been explored in a few different cancer cell types, mainly leukemias, lymphomas and myelomas [14,17,19,40]. Thus far, hypotheses of the mechanism causing TNBC sensitivity to selinexor has been proposed based on the known TNBC molecular characteristics [2,20,41]. Our study took an unbiased approach by examining multiple TNBC models and various drug exposure time points to identify the TNBC constant contributors to selinexor sensitivity. Our findings suggest that the inhibition of the NF-kB pathway via the nuclear retention of NFKBIA is vital in determining TNBC selinexor sensitivity. Evidence of this is that, although our shRNA knockdown of NFKBIA resulted in only a 20% reduced expression in BT-549 and a 31% reduction in HCC-1806 compared to control scrambled, we were able to observe a significant decrease in sensitivity to selinexor in knockdown models. As only a small reduction in NFKBIA expression led to increased selinexor resistance, this supports the hypothesis of how critical NFKBIA is for TNBC selinexor sensitivity. While this is the first study to report this specific target protein in TNBC, NFKBIA has been implicated within the mechanism of selinexor sensitivity for other cancer contexts, such as non-Hodgkin lymphoma, MM and high-grade glioma [17,37,40,42,43]. Previous work has demonstrated that NFKBIA can inhibit NF-kB activity not only within the cytoplasm, but also in the nucleus if it is present [18]. Therefore, the accumulation of NFKBIA within the nucleus due to XPO1 inhibition in TNBC cells may explain the reduction in NF-kB transcriptional activity similar to that seen in other cancer contexts. 

## 5. Conclusions

In conclusion, we utilized high-throughput drug screening data to predict the TNBC patient tumor’s response to hundreds of compounds and identified XPO1 inhibitors as preferentially sensitive in these patients. We validated XPO1 inhibitor response in a heterogeneous collection of TNBC cell lines. We further investigated the mechanism causing TNBC XPO1 inhibitor sensitivity, and identified changes in the NF-kB pathway as well as the interaction between NGFR and NF-kB as critical. Increases in resistance to selinexor following the knockdown of NFKBIA confirms the importance of NFKBIA in the context of TNBC selinexor sensitivity. Results from this study provided additional insights into the therapeutic landscape of TNBC treatment with selinexor.

## Figures and Tables

**Figure 1:**
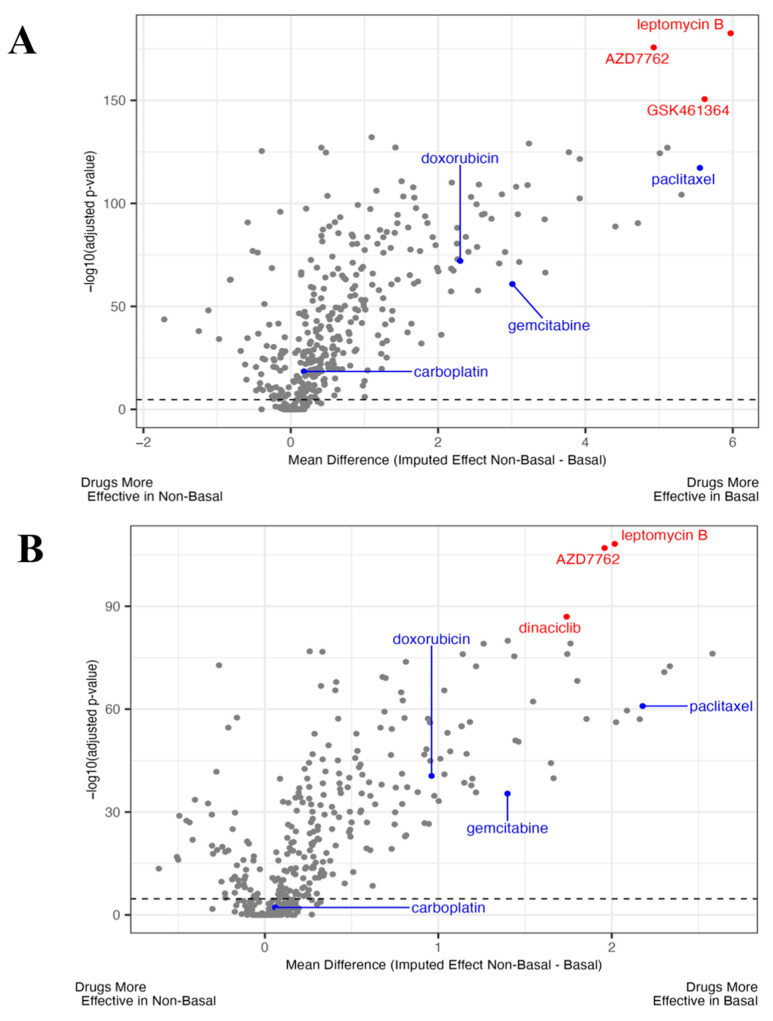
XPO1 inhibitor was predicted to be more effective in METABRIC and TCGA basal type breast cancer patients. (**A**) Using our novel virtual drug screening pipeline, we imputed the drug response in the METABRIC breast cancer cohort and stratified patients into TNBC and non-TNBC (i.e., basal or non-basal). Plotted are the *t*-test results from the comparison of a drug’s predicted effect in TNBC vs. non-TNBC patients, with the effect size shown on the *x* axis and significance (−log10 of adjusted *p* -value based on a number of test correction using a Bonferroni adjustment) on the *y* axis. Dashed black line representing Bonferroni *p*-value of −log10(0.01). A red dot represents one of the top 3 drugs predicted to be the most efficacious in TNBC patient tumors. The blue dots highlight the current standard-of-care treatment for TNBC patients. The PAM50 status was used due to incomplete IHC status within clinical information. (**B**) The same analysis as (**A**) was performed in the independent TCGA clinical breast cancer dataset. In both, leptomycin B, an XPO1 inhibitor is the most significant compound and has one of the largest effect sizes showing higher predicted sensitivity in basal populations.

**Figure 2:**
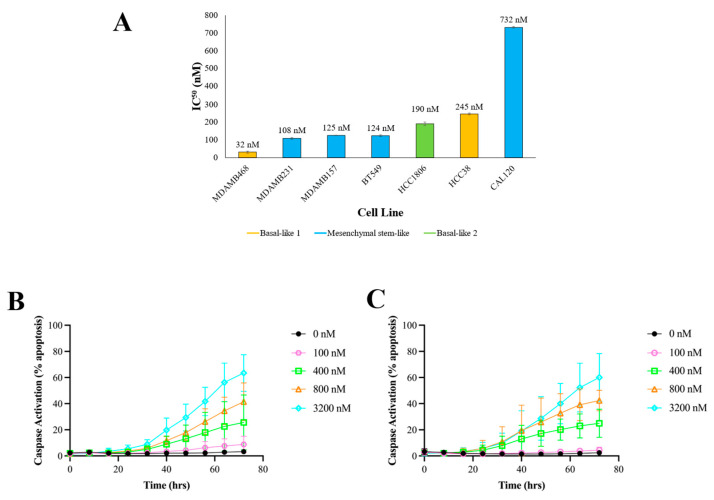
In vitro screening validates selinexor sensitivity across a multitude of TNBC subtypes. (**A**) IC50 values for MDA-MB-468, MDA-MB-231, MDA-MB-157, BT-549, HCC1-806, HCC-38 and CAL-120, each of which are colored by their TNBC subtype classified by gene profiling. A 10-point dose–response curve was fit to viability data from these cell lines after 72 h treatment with between 0 and 3200 nM selinexor. IC50 values with standard error bars factoring in biological replicates are shown. (**B**) Percent apoptosis after various selinexor exposure overtime in BT-549 cells. Caspase activation was measured via GFP fluorescence every 8 h following drug treatment for a total of 72 h. (**C**) Percent apoptosis after various degrees of selinexor exposure overtime in MDA-MB-231 cells. Two-way ANOVA was performed for both panels (**B**,**C**). Statistically significant differences were found among treatment groups at a *p*-value less than 0.05.

**Figure 3:**
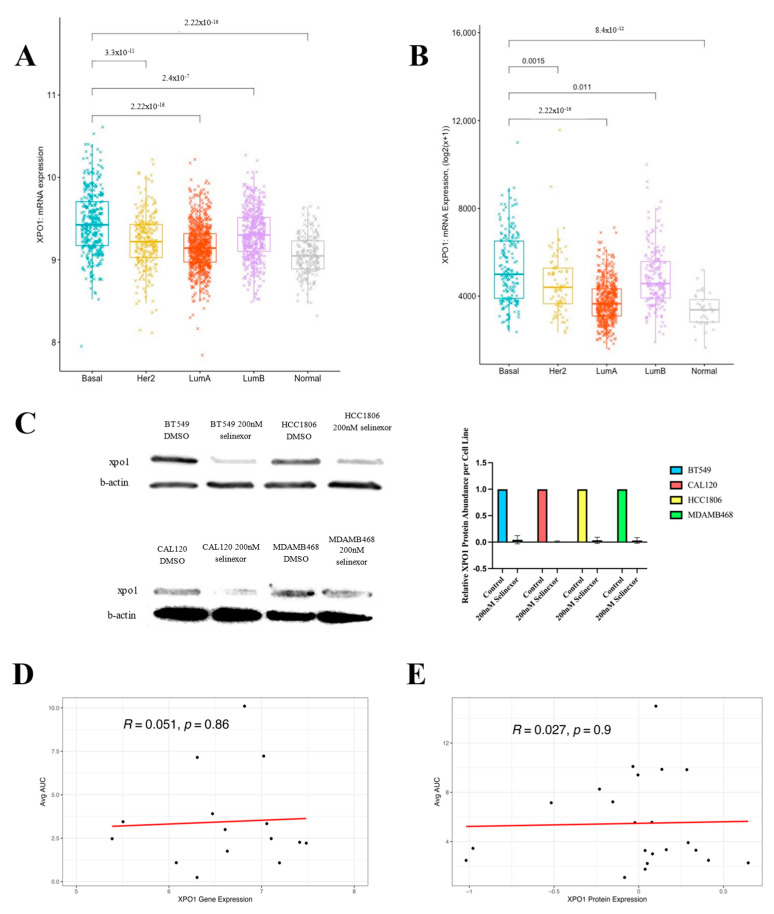
XPO1 expression alone does not explain TNBC sensitivity to selinexor. (**A**) mRNA expression levels of *XPO1* obtained by microarray in patients from the METABRIC dataset categorized by breast cancer subtype. Student *t*-test *p*-value significance between basal and other TNBC subtypes are displayed in brackets above the subtypes. (**B**) mRNA expression levels of *XPO1* obtained by RNAseq, RSEM batch normalized, in patients from the TCGA breast cancer dataset, categorized by breast cancer subtype. Again, the Student *t*-test *p*-value significance between basal and other TNBC subtypes are displayed in brackets above the subtypes. (**C**) The XPO1 protein expression following 24 h treatment with 200 nM selinexor or DMSO control for 4 TNBC cell lines: BT-549, HCC-1806, CAL-120 and MDA-MB-468. Protein expression was quantified from 3 biological replicates per cell line and is displayed in the bar graph to the right. (**D**) *XPO1* mRNA level gene expression and leptomycin B sensitivity (presented as the area under the drug treatment response curve (AUC) correlation in a collection of CCLE breast cancer cell lines. (**E**) The XPO1 protein level expression and leptomycin B sensitivity (presented as the area under the drug treatment response curve (AUC) correlation in a collection of CCLE breast cancer cell lines.

**Figure 4:**
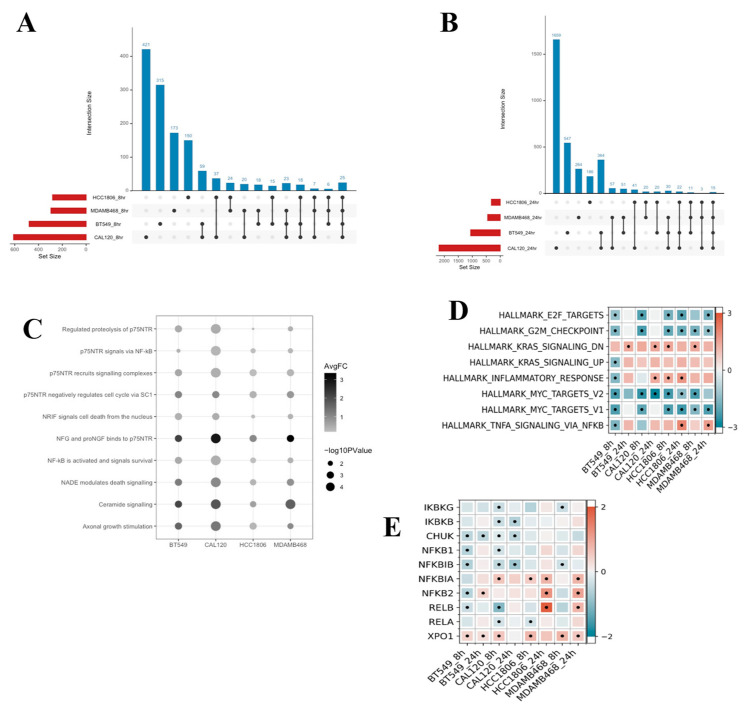
RNA-sequencing across 4 cell lines reveals significant changes to NF-kB signaling following selinexor treatment. (**A**) Upset plot representing significant differentially expressed genes across each cell line at the 8 h time point. Genes identified as significantly differentially expressed were filtered to genes with an absolute log2 fold change > 1, and an FDR *p*-adj < 0.05. Number of significantly differentially expressed genes per cell line is noted on the far left as set size. Interaction size indicates the number of genes identified to be present in the corresponding cell lines indicated below each bar. (**B**) The upset plot of significant differentially expressed genes across each cell line at the 24 h time point filtered in the same way as the 8 h time point. (**C**) Dotplot of all significant Reactome pathways in common across all 4 cell lines at a *p*-value < 0.05. Color gradient of each dot denotes the average fold change whereas dot size represents the *p*-value significance. (**D**) All significant GSEA pathways among 4 cell lines across 2 time points using the MSigDB Hallmark gene sets. Coloration indicates pathway enrichment with positive enrichment shown in red and negative enrichment in blue. A black dot signifies a significant value of a *p*-adj < 0.05 (**E**) Summary of DESeq2 differentially expressed selinexor-treated compared to DMSO control NF-kB pathway genes among 4 cell lines across 2 time points. Coloration indicates upregulation (red) and downregulation (blue) of each gene. A black dot signifies gene significance at an FDR *p*-adj < 0.05.

**Figure 5:**
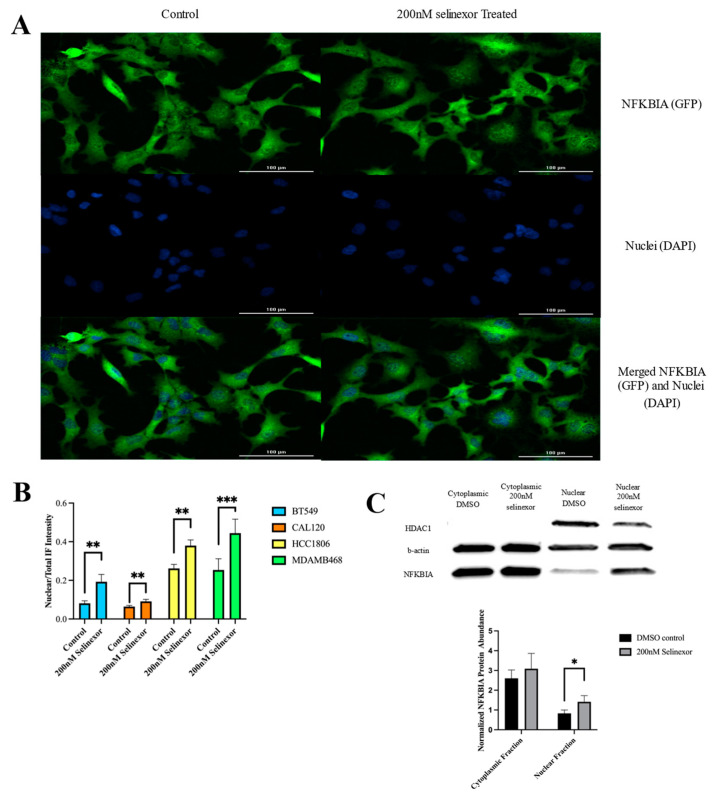
Immunohistochemistry staining and the Western blot of NFKBIA shows nuclear retention following selinexor treatment in 4 TNBC cell lines. (**A**) Immunofluorescence (IF) of BT-549 cell line using BioSpa Cytation shows increased NFKBIA (GFP-labeled) within the nucleus following selinexor treatment. Columns represent the treatment condition and horizontal images were taken from the same section and overlayed. IF images of CAL-120, HCC-1806 and MDA-MB-468 can be found in Supplemental Figure S4. Nuclear staining was obtained using Hoechst by the DAPI channel. (**B**) The quantification of the IF signal across the four cell lines for NFKBIA abundance within the nucleus. Nuclear to total localization was identified using the overlap of the GFP signal and Hoechst nuclei staining and then normalized to the total GFP signal per cell. All four cell lines displayed significantly higher levels of nuclear NFKBIA compared to the control (Student *t*-test, *p*-values: <0.01). (**C**) Western blot of cytoplasmic and nuclear protein fractionization of BT-549 post-24 h treatment with 200 nM selinexor or DMSO control. B-actin was used as a cytoplasmic loading control while HDAC1 was used as a nuclear control. The NFKBIA signal was normalized to loading control and *p*-value significance across 3 biological replicates was significant by Student *t*-test at 0.046. Associated normalized protein abundance is also represented in the bar graph directly below the Western blot. An additional Western blot of HCC-1806, analyzed with the same protocol stated previously, can be found in Supplemental Figure S4. The number of * in each bar graph indicate *p*-value significance with * indicating <0.05, ** <0.01 and *** <0.001.

**Figure 6:**
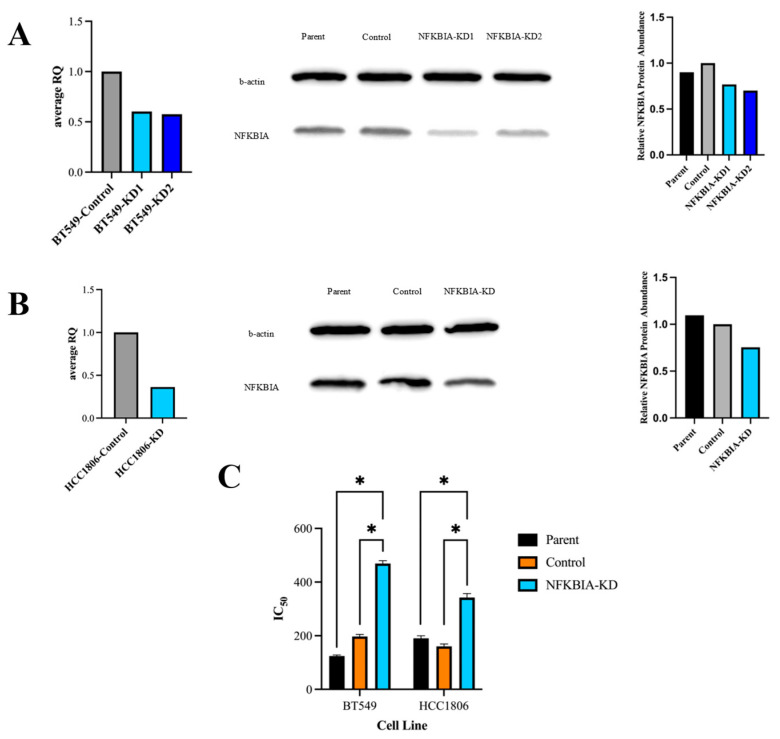
Knockdown of *NFKBIA* decreases sensitivity to selinexor. (**A**) BT-549 NFKBIA gene and protein expression following shRNA knockdown assessed using RT-qPCR (left panel) and Western blot (middle and right panels). Samples of the control scrambled insert as well as NFKBIA knockdown were collected and analyzed at both the gene and protein levels; both confirmed the decreased levels of NFKBIA within the generated knockdown cell line compared to the control scrambled. (**B**) Similarly to (**A**), the NFKBIA gene and protein expression following shRNA knockdown in HCC-1806 cells were assessed via RT-qPCR and Western blot. The knockdown-generated version of the cell line showed decreased levels of NFKBIA at both the gene and protein levels. (**C**) IC50 results for parent, control generated and NFKBIA knockdown-generated cells in both BT-549 and HCC-1806 are shown with standard error bars and factoring in biological replicates. Like Figure 2, 10-point dose–response curves were fit testing the viability of all cell lines after 72 h treatment of between 0 and 3200 nM selinexor. In both cell lines, NFKBIA knockdown displayed statistically significant higher IC50 values compared to either parent or control as indicated by * in (**C**) (*p*-value: < 0.0001).

## Data Availability

All data generated or analyzed during this study are included in the published article. Samples generated for RNA-sequencing are uploaded to GEO and available for download under the accession ID GSE278241.

## Supplementary Materials

The following supporting information can be downloaded at https://www.mdpi.com/article/10.3390/cancers16233980/s1, Figure S1: Breast cancer cell lines reported EC50 for XPO1 inhibitor compounds screened in the CTRP; Figure S2: Volcano plots of differentially expressed genes with time as a covariate; Figure S3: Dot plot of all common genes significantly changed across all time points and cell lines; Figure S4: Localization of NFKBIA changes following selinexor treatment in 3 additional cell lines; Figure S5: shRNA knockdown cells do not differ in cell growth rate compared to their respective control.

## References

[1] Sung H., Ferlay J., Siegel R.L., Laversanne M., Soerjomataram I., Jemal A., Bray F. (2021). Global Cancer Statistics 2020: GLOBOCAN Estimates of Incidence and Mortality Worldwide for 36 Cancers in 185 Countries. CA Cancer J. Clin..

[2] Soung Y.H., Kashyap T., Nguyen T., Yadav G., Chang H., Landesman Y., Chung J. (2017). Selective Inhibitors of Nuclear Export (SINE) compounds block proliferation and migration of triple negative breast cancer cells by restoring expression of ARRDC3. Oncotarget.

[3] Dent R., Trudeau M., Pritchard K.I., Hanna W.M., Kahn H.K., Sawka C.A., Lickley L.A., Rawlinson E., Sun P., Narod S.A. (2007). Triple-Negative Breast Cancer: Clinical Features and Patterns of Recurrence. Clin. Cancer Res..

[4] Obidiro O., Battogtokh G., Akala E.O. (2023). Triple Negative Breast Cancer Treatment Options and Limitations: Future Outlook. Pharmaceutics.

[5] Zagami P., Carey L.A. (2022). Triple negative breast cancer: Pitfalls and progress. npj Breast Cancer.

[6] Orrantia-Borunda E., Anchondo-Nuñez P., Acuña-Aguilar L.E., Gómez-Valles F.O., Ramírez-Valdespino C.A., Mayrovitz H.N. (2022). Subtypes of Breast Cancer. Breast Cancer.

[7] DiMasi J.A., Grabowski H.G., Hansen R.W. (2016). Innovation in the pharmaceutical industry: New estimates of R&D costs. J. Health Economics.

[8] DiMasi J.A., Reichert J.M., Feldman L., Malins A. (2013). Clinical Approval Success Rates for Investigational Cancer Drugs. Clin. Pharmacol. Ther..

[9] Yamaguchi S., Kaneko M., Narukawa M. (2021). Approval success rates of drug candidates based on target, action, modality, application, and their combinations. Clin. Transl. Sci..

[10] Maeser D., Gruener R.F., Huang R.S. (2021). oncoPredict: An R package for predicting in vivo or cancer patient drug response and biomarkers from cell line screening data. Brief. Bioinform..

[11] Gruener R.F., Ling A., Chang Y.F., Morrison G., Geeleher P., Greene G.L., Huang R.S. (2021). Facilitating Drug Discovery in Breast Cancer by Virtually Screening Patients Using In Vitro Drug Response Modeling. Cancers.

[12] Ling A., Huang R.S. (2020). Computationally predicting clinical drug combination efficacy with cancer cell line screens and independent drug action. Nat. Commun..

[13] Azizian N.G., Li Y. (2020). XPO1-dependent nuclear export as a target for cancer therapy. J. Hematol. Oncol..

[14] Zhao L., Luo B., Wang L., Chen W., Jiang M., Zhang N. (2021). Pan-cancer analysis reveals the roles of XPO1 in predicting prognosis and tumorigenesis. Transl. Cancer Res..

[15] Landes J.R., Moore S.A., Bartley B.R., Doan H.Q., Rady P.L., Tyring S.K. (2023). The efficacy of selinexor (KPT-330), an XPO1 inhibitor, on non-hematologic cancers: A comprehensive review. J. Cancer Res. Clin. Oncol..

[16] Sun Q., Chen X., Zhou Q., Burstein E., Yang S., Jia D. (2016). Inhibiting cancer cell hallmark features through nuclear export inhibition. Signal Transduct. Target. Ther..

[17] Wang A.Y., Liu H. (2019). The past, present, and future of CRM1/XPO1 inhibitors. Stem Cell Investig..

[18] Kashyap T., Argueta C., Aboukameel A., Unger T.J., Klebanov B., Mohammad R.M., Landesman Y. (2016). Selinexor, a Selective Inhibitor of Nuclear Export (SINE) compound, acts through NF-κB deactivation and combines with proteasome inhibitors to synergistically induce tumor cell death. Oncotarget.

[19] Sendino M., Omaetxebarria M.J., Rodríguez J.A. (2018). Hitting a moving target: Inhibition of the nuclear export receptor XPO1/CRM1 as a therapeutic approach in cancer. Cancer Drug Resist..

[20] Cheng Y., Holloway M.P., Nguyen K., McCauley D., Landesman Y., Kauffman M.G., Shacham S., Altura R.A. (2014). XPO1 (CRM1) inhibition represses STAT3 activation to drive a survivin-dependent oncogenic switch in triple negative breast cancer. Mol. Cancer Ther..

[21] Curtis C., Shah S.P., Chin S.F., Turashvili G., Rueda O.M., Dunning M.J., Speed D., Lynch A.G., Samarajiwa S., Yuan Y. (2012). The genomic and transcriptomic architecture of 2,000 breast tumours reveals novel subgroups. Nature.

[22] Weinstein J.N., Collisson E.A., Mills G.B., Shaw K.M., Ozenberger B.A., Ellrott K., Shmulevich I., Sander C., Stuart J.M. (2013). The Cancer Genome Atlas Pan-Cancer Analysis Project. Nat Genet..

[23] cBioPortal for Cancer Genomics. https://www.cbioportal.org/study/summary?id=brca_metabric.

[24] Seashore-Ludlow B., Rees M.G., Cheah J.H., Cokol M., Price E.V., Coletti M.E., Jones V., Bodycombe N.E., Soule C.K., Gould J. (2015). Harnessing Connectivity in a Large-Scale Small-Molecule Sensitivity Dataset. Cancer Discov..

[25] DepMap Data Downloads. https://depmap.org/portal/download/all/.

[26] Johnson W.E., Li C., Rabinovic A. (2007). Adjusting batch effects in microarray expression data using empirical Bayes methods. Biostatistics.

[27] Selinexor. https://go.drugbank.com/drugs/DB11942.

[28] Zhu Z.C., Liu J.W., Yang C., Zhao M., Xiong Z.Q. (2019). XPO1 inhibitor KPT-330 synergizes with Bcl-xL inhibitor to induce cancer cell apoptosis by perturbing rRNA processing and Mcl-1 protein synthesis. Cell Death Dis..

[29] Wang W., Nag S.A., Zhang R. (2015). Targeting the NFκB Signaling Pathways for Breast Cancer Prevention and Therapy. Curr. Med. Chem..

[30] Carnero A. (2006). High throughput screening in drug discovery. Clin. Transl. Oncol..

[31] Garzon R., Savona M., Baz R., Andreeff M., Gabrail N., Gutierrez M., Savoie L., Mau-Sorensen P.M., Wagner-Johnston N., Yee K. (2017). A phase 1 clinical trial of single-agent selinexor in acute myeloid leukemia. Blood.

[32] Aggarwal V., Tang T., Daugaard G., Liu S.V., Ahn J., Besse B., Girard N., Giaccone G., Kim C., Petersen P. (2024). A phase II clinical trial of selinexor in patients with advanced thymoma and thymic carcinoma. J. Clin. Oncol..

[33] (2017). Clinical Trials Using Selinexor-NCI. https://www.cancer.gov/research/participate/clinical-trials/intervention/selinexor.

[34] Shafique M., Ismail-Khan R., Extermann M., Sullivan D., Goodridge D., Boulware D., Hogue D., Soliman H., Khong H., Han H.S. (2019). A Phase II Trial of Selinexor (KPT-330) for Metastatic Triple-Negative Breast Cancer. Oncol..

[35] Arango N.P., Yuca E., Zhao M., Evans K.W., Scott S., Kim C., Meric-Bernstam F. (2017). Selinexor (KPT-330) demonstrates anti-tumor efficacy in preclinical models of triple-negative breast cancer. Breast Cancer Res..

[36] Marijon H., Gery S., Chang H., Landesman Y., Shacham S., Lee D.H., Koeffler H.P. (2021). Selinexor, a selective inhibitor of nuclear export, enhances the anti-tumor activity of olaparib in triple negative breast cancer regardless of BRCA1 mutation status. Oncotarget.

[37] Galinski B., Luxemburg M., Landesman Y., Pawel B., Johnson K.J., Master S.R., Freeman K.W., Loeb D.M., Hébert J.M., Weiser D.A. (2021). XPO1 inhibition with selinexor synergizes with proteasome inhibition in neuroblastoma by targeting nuclear export of IkB. Transl. Oncol..

[38] Yoon S.O., Casaccia-Bonnefil P., Carter B., Chao M.V. (1998). Competitive Signaling Between TrkA and p75 Nerve Growth Factor Receptors Determines Cell Survival. J. Neurosci..

[39] Guo Q., Jin Y., Chen X., Ye X., Shen X., Lin M., Zhang J. (2024). NF-κB in biology and targeted therapy: New insights and translational implications. Sig. Transduct. Target. Ther..

[40] Gandhi U.H., Senapedis W., Baloglu E., Unger T.J., Chari A., Vogl D., Cornell R.F. (2018). Clinical Implications of Targeting XPO1-mediated Nuclear Export in Multiple Myeloma. Clin. Lymphoma Myeloma Leuk..

[41] Martini S., Zuco V., Tortoreto M., Percio S., Campi E., El Bezawy R., Doldi V., Landesman Y., Pennati M., Zaffaroni N. (2021). miR-34a-Mediated Survivin Inhibition Improves the Antitumor Activity of Selinexor in Triple-Negative Breast Cancer. Pharmaceuticals.

[42] DeSisto J.A., Flannery P., Lemma R., Pathak A., Mestnik S., Philips N., Green A.L. (2020). Exportin 1 inhibition induces nerve growth factor receptor expression to inhibit the NF-κB pathway in preclinical models of pediatric high-grade glioma. Mol. Cancer Ther..

[43] Han X., Wang J., Shen Y., Zhang N., Wang S., Yao J., Shi Y. (2015). CRM1 as a new therapeutic target for non-Hodgkin lymphoma. Leuk. Res..

# Supplementary material for: Discovery, Validation and Mechanistic Study of XPO1 Inhibition in the Treatment of Triple-Negative Breast Cancer
**Source:** Cancers (Basel). 2024 Nov 27;16(23):3980. doi: 10.3390/cancers16233980
**Supplement:** Supplementary file 1

SUPPLEMENTAL FIGURES/FIGURE LEGENDS

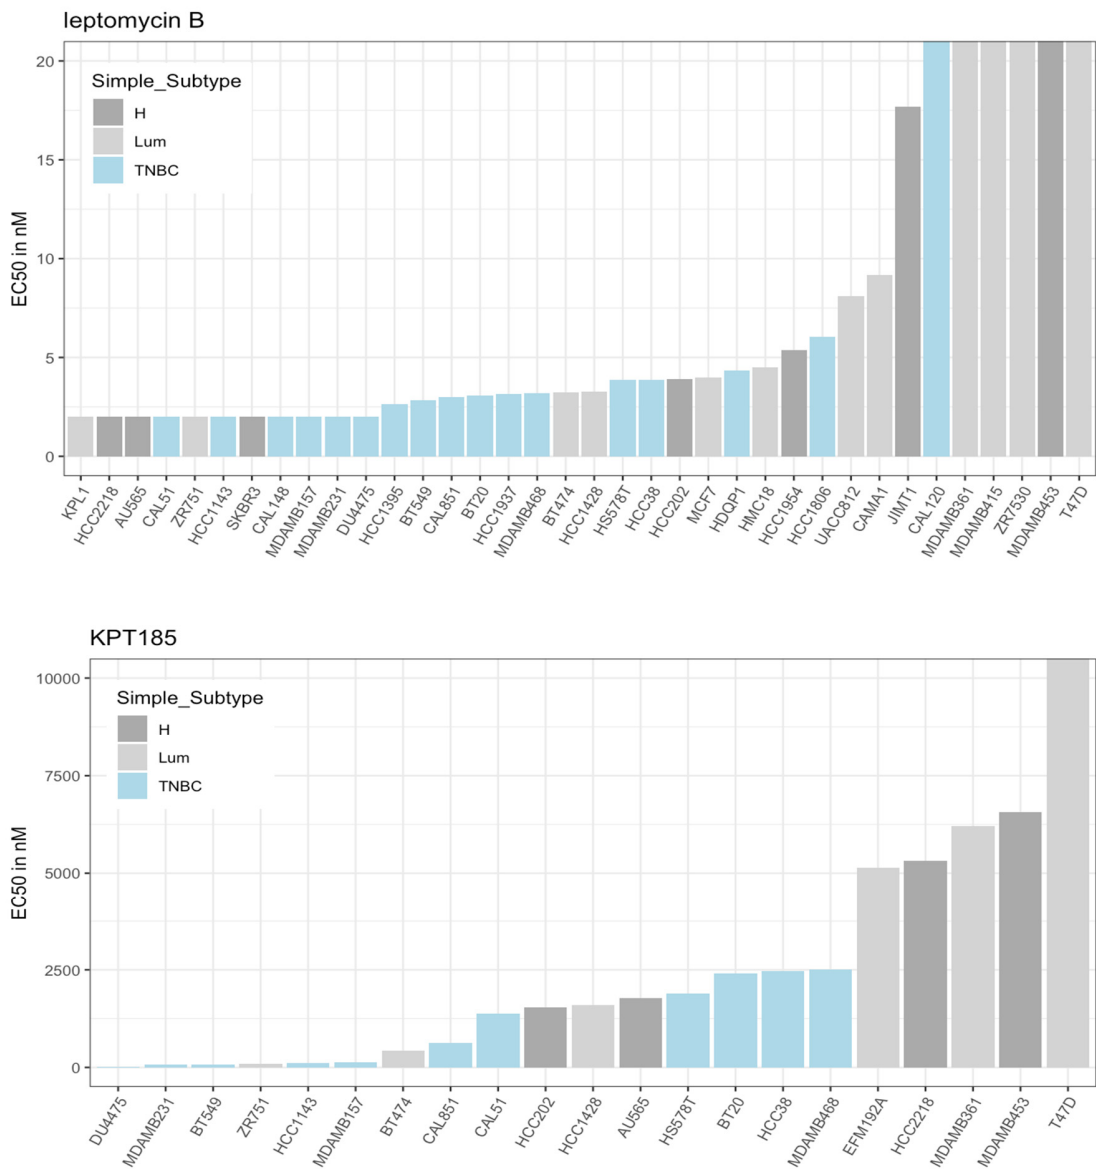

**Supplemental Figure S1. Breast cancer cell lines reported EC<sub>50</sub> for XPO1 inhibitor compounds screened in the CTRP.** Reported EC<sub>50</sub> for XPO1 inhibitors leptomycin B and KPT-185 in all breast cancer cell lines screened within the CTRP. Cell lines are displayed along the x-axis and subtype is denoted by coloration with TNBC represented in blue. Cell lines which continue off the y-axis are greater than log10 fold higher.

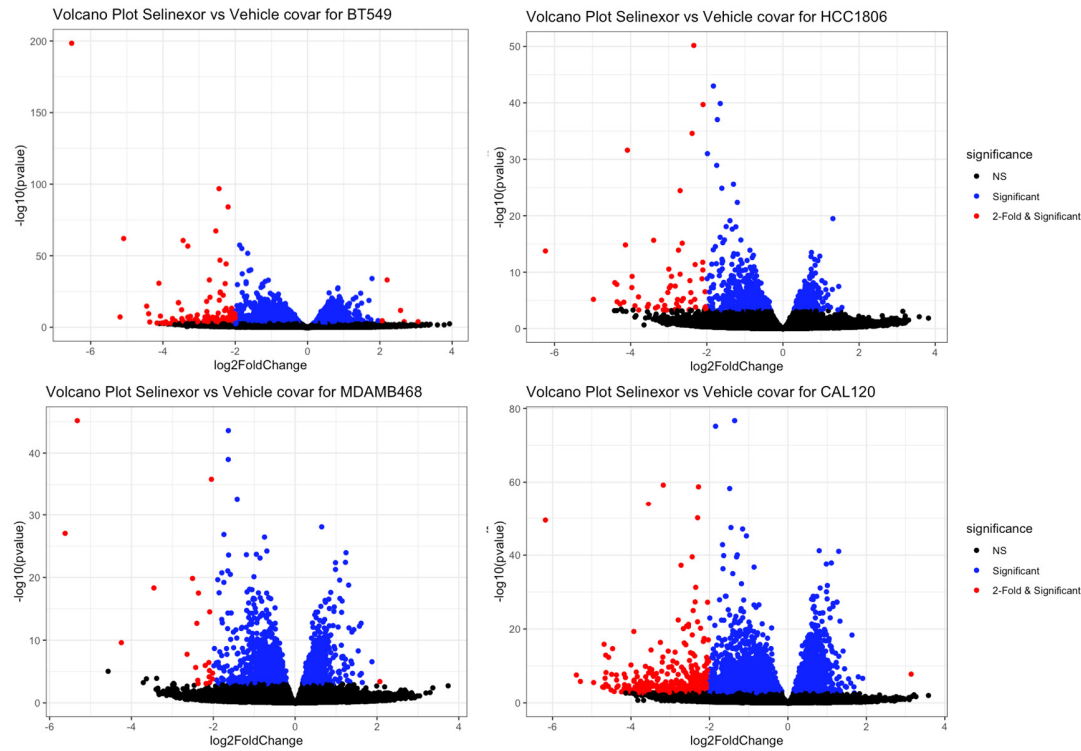

### Supplemental Figure S2. Volcano Plots of Differentially Expressed Genes with Time as a Covariate.

Differential gene expression analysis between selinexor and DMSO control treated samples was performed on BT-549, HCC-1806, MDA-MB-468, and CAL-120 using DESeq2. For each cell line indicated, the log<sub>2</sub>fold change (x-axis) is plotted against the log<sub>10</sub> of the adjusted p-value (y-axis). 

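With the thresholds of Supplemental Figure S2 and time as a covariate, 5974 of 14949 genes had a limma adjusted p-value under 0.1 in BT-549, and 38 of these had an absolute log2 fold change above 2, 36 higher and 2 lower. In CAL-120, 7031 genes passed the first threshold and 81 both, 80 higher and 1 lower. In HCC-1806, 2413 genes passed the first and 25 both, all higher. In MDA-MB-468, 3197 genes passed the first and 8 both, all higher. NGFR ranked 1 by adjusted p-value in BT-549 and CAL-120, 12 in HCC-1806 and 29 in MDA-MB-468. By log2 fold change it ranked 1, 1, 6 and 3.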

Blue indicates genes that achieve a significance of less than 0.10 adjusted p-value and red points are both significant and have an absolute log<sub>2</sub> fold change greater than 2 (i.e. a 4-fold change). Note the x- and y-axes are free for each graph.

### SUPPLEMENTAL FIGURE S3.

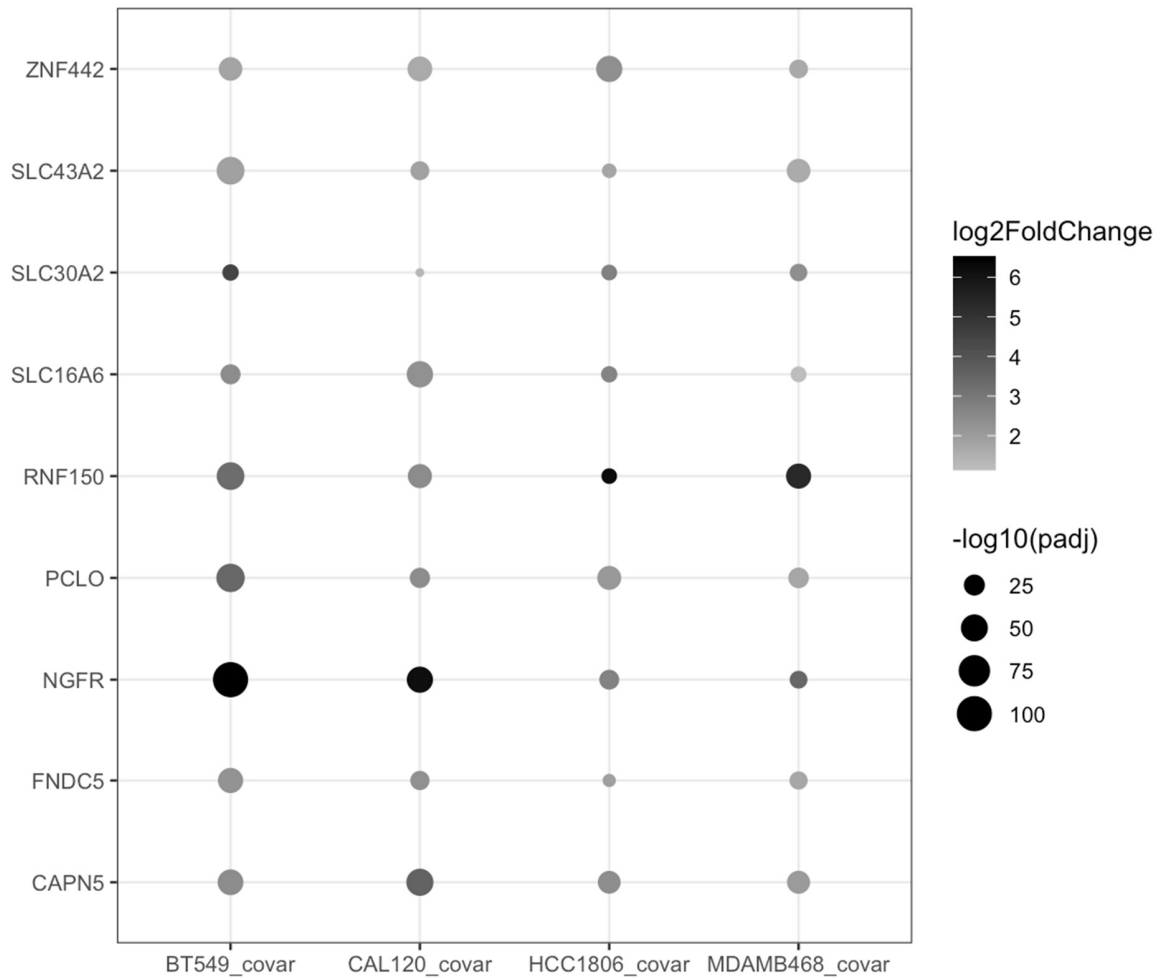

**Supplemental Figure S3. Dot plot of all common genes significantly changed across all time points and cell lines.** Analysis of the differentially expressed genes filtered down to those commonly significant across both time points and all cell lines. Significance was defined as an adjusted p-value greater than 0.05 and an absolute log2 fold change greater than 1. Displayed above are the 4 cell lines using time as a covariate (x-axis) with a total of 9 genes reported in common (y-axis). The size of each dot indicates the p-value significance (larger is more significant) and color indicating the degree of log2 fold change (darker indicating greater fold change).

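CAPN5, FNDC5, NGFR, PCLO, RNF150, SLC16A6, SLC30A2, SLC43A2 and ZNF442 each passed a limma adjusted p-value under 0.05 and an absolute log2 fold change above 1 in the 4 fits with time as a covariate, which are 36 of 36 tests. Their log2 fold changes lay between 1.14 for SLC16A6 and the value of NGFR in BT-549, and the highest adjusted p-value was 0.00198, for SLC30A2. These thresholds were passed by 18 genes in all 4 cell lines.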

SUPPLEMENTAL FIGURE S4.

A

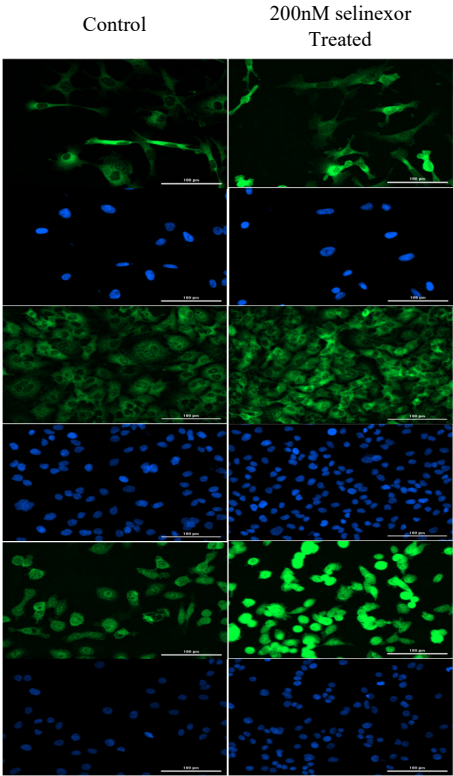

NFKBIA  
(GFP)

Nuclei  
(DAPI)

B

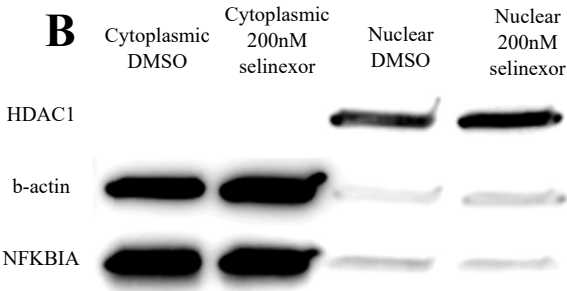

**Supplemental Figure S4. Localization of NFKBIA changes following selinexor treatment in 3 additional cell lines.** (A) Immunofluorescence of CAL120, HCC1806, and MDAMB468 cell lines respectively using BioSpa Cytation shows increased NFKBIA (GFP-labeled) within the nucleus following selinexor treatment. Nuclear staining was obtained using Hoechst by the DAPI channel. (B) Additional western Blot of cytoplasmic and nuclear protein fractionization of HCC1806 post-24hr treatment with 200nM selinexor or DMSO control. B-actin was used as a cytoplasmic loading control while HDAC1 was used as a nuclear control. NFKBIA signal was normalized to loading control and P-value significance across 3 biological replicates was reported to be 0.1.

**SUPPLEMENTAL FIGURE S5.**

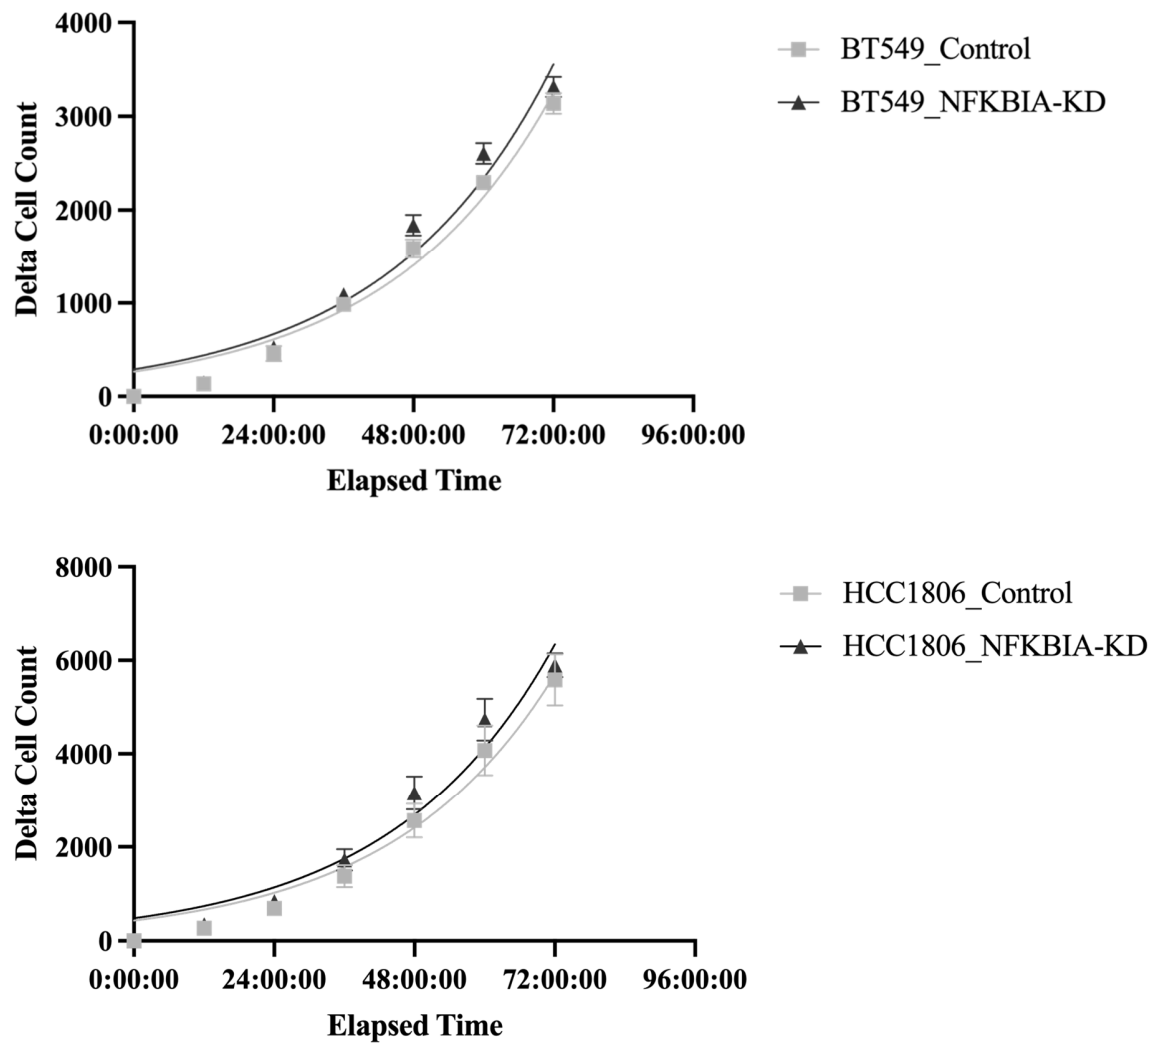

**Supplemental Figure S5. shRNA knockdown cells do not differ in cell growth rate compared to their respective control.** Growth rates of BT-549 and HCC-1806 NFKBIA knockdown and control cell lines extrapolated using delta cell count across time. Delta cell count defined as number of cells per well divided by number of cells per well at time point 0 to account for slight seeding density variation from well to well. In both cell lines, knockdown did not significantly affect the rate of proliferation compared to control.

How the deposited data were processed for this re-analysis (not part of the article)

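RNA from 4 TNBC cell lines (BT-549, CAL-120, HCC-1806 and MDA-MB-468), treated with 200 nM selinexor or DMSO for 8 or 24 h, was sequenced in 3 replicates per group, which makes 16 groups and 48 libraries. According to the paper, the authors trimmed the reads with Trimmomatic, aligned them to the transcriptome with HISAT2, sorted them with SAMtools, counted them with featureCounts and tested them with DESeq2. They tested pathways with ReactomeGSA (PADOG) and GSEA. The paper's text does not name the counting strand, so values of genes that overlap others, or share reads with paralogs or pseudogenes, are uncertain.

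The deposited values are log2 CPM, made by the authors from read counts, 1 table per cell line with 12 libraries each, although the tables are named as CPM. Before the log2, the authors added a prior count of 1 read for a library of average size, scaled to each library. The authors also scaled the CPM to effective library sizes between 0.852 and 1.18 times the reads counted. The tables list 28300 gene identifiers, of which 28150 have a gene name (99.47%). Only these tables were used, and no column of a library was left out.

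The planned tests were written for CPM before the data were examined, and they were kept. The log2 and the prior count were undone, which gave CPM, and the CPM steps gave the number of reads behind each value. In every library, 100% of the values came out as whole reads. The recovered reads were used for depth, for the floor, for the added alternatives of voom and reads per library total, and for thinning libraries. The lowest depth was 20683680 reads and the highest 34037953. The floor was 3 reads, which is 0.0947 to 0.162 CPM. Folds were fitted for all tested genes, also where a group was at or under this floor. The counts of changed genes and their overlaps use these fitted folds. For a named gene at a given time point, a fold against a group at or under 3 reads is given as a lower bound.

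Within each cell line, CPM were rescaled by median-of-ratios size factors (0.967 to 1.027). Genes with at least 0.5 CPM in at least 3 of the 12 libraries were tested. Log2 (CPM + 0.1) was fitted with limma 3.58.1 (lmFit, eBayes with a trend) in R 4.3.3, with data.table 1.17.8 to read the tables. The 4 groups of a line shared 1 estimate of the spread, with 8 residual degrees of freedom. Selinexor was compared with DMSO at each time point, over both with time as a covariate, and the change of the effect from 8 to 24 h was tested as an interaction. P-values were adjusted by the Benjamini-Hochberg method over the genes tested in a line. A gene was called changed at an adjusted p under 0.05 and an absolute log2 fold change above 1. The 10 genes of Figure 4E were called at an adjusted p under 0.05 alone, and "adjusted over the list alone" means over those 10 genes or over a gene list. Cell lines were normalized in separate tables and were not tested against each other.

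Gene lists were tested with camera in limma at a preset correlation of 0.01, with fry and with a correlation estimated from the data beside it, and adjusted over 5 lists and 8 comparisons. The S phase and G2/M lists come from Seurat 5.3.0. The lists of nucleolar and ribosome biogenesis genes (25), NF-kB target genes (25), p75NTR signalling genes without NGFR (39), and epithelial, mesenchymal and receptor markers were written by hand. They stand in for the MSigDB and Reactome sets, which were not analysed here. The single genes reported are those the paper names as measured (the 9 of Supplemental Figure S3 and the 10 of Figure 4E), CDKN1A and RB1, and by rule the 5 rising and 5 falling genes with the largest mean log2 fold change among genes changed in at least 6 of 8 comparisons with the same sign in all 8. No falling gene met the rule. Some other genes the paper names are not reported here. FAM225A, ZNF763, ZNF433, ZNF44 and ZNF844 were added after their values were seen.

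The methods were tested on simulated data, with 200 changed genes per line. All of these (100%) were recovered, with 1 to 3 false calls per line, and 0 genes were called at 8 h where no change was simulated. The simulated changes were well past the fold threshold and lay in genes well above the floor. The spread beyond sampling was set alike for all genes, with no library apart and no replicate effect. The recovery therefore does not carry over to weak genes, small changes or uneven replicates. The replicates spread more than the sampling of reads alone gives. Over the 48 pairs of replicates, the median chi-square per gene lay between 1.257 and 21.54, where sampling gives 0.4549. It was checked whether libraries with the same replicate number deviate together. Every correlation of such pairs was over 0.1 in BT-549, HCC-1806 and MDA-MB-468 at 8 h, where the lowest were 0.276, 0.136 and 0.269. In CAL-120 at 8 h and in the 4 lines at 24 h at least 1 pair was below, down to -0.445. The replicate number was therefore not a block in the reported fits, and the fit with the replicate block is an alternative, with 143 changed genes in HCC-1806 at 8 h.

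The alternatives set before the data were examined were a pseudocount of 0.5 or 1 CPM, the CPM as deposited, no filter on low values or a minimum of 1 CPM, eBayes without a trend, the replicate block, each time point fitted alone, fry and the estimated correlation for the lists, and leaving out each library in turn. The alternatives added after the data were seen were the log2 values as deposited, voom on the recovered reads, reads per library total, and a replicate block within each time point.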

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

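In this part, the counts over other splits of the libraries, the test of chance placement and the draws from all ZNF genes were chosen only after the results were seen, and the test of shared reads was set down before. Groups of 3 libraries are too small to test single libraries as outliers.

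The effect of selinexor differed between 8 and 24 h for named genes by limma's interaction test. NFKB2 rose by 1.00 more at 24 h than at 8 h in BT-549 (adjusted p = 0.0260) and by 1.41 more in MDA-MB-468 (adjusted p = 0.0340), NFKBIA by 0.76 more in MDA-MB-468 (adjusted p = 0.0324) and RELB by 1.37 more in MDA-MB-468 (adjusted p = 0.0406). CDKN1A changed by 2.77 in CAL-120 (adjusted p = 1.1e-05), SLC16A14 by -1.10 in CAL-120 (adjusted p = 0.0109) and SLC30A2 by -1.37 in MDA-MB-468 (adjusted p = 0.0453). The tests of CDKN1A and SLC16A14 stayed past the threshold in each of the 12 fits without 1 library and under the 10 alternatives run for them. The others did not. Without 1 library, NFKB2 lost the call in 7 of 12 fits in BT-549 and in 6 of 12 in MDA-MB-468, NFKBIA in 6, RELB in 7 and SLC30A2 in 9. All 5 were also lost under at least 1 alternative, those of NFKB2, NFKBIA and RELB with eBayes without a trend and that of SLC30A2 under 4. The scaling of the libraries moved the values little, with NFKB2 in BT-549 between 0.98 and 1.02 over its alternatives.

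Whether so many genes change over time by the grouping of the libraries alone was asked with splits of the time points within each treatment. With the additive effects of time and treatment removed, 1 of 100 splits, the real one, gave as many genes in BT-549, in CAL-120 and in MDA-MB-468, and the highest other count in CAL-120 was 248 of its 558. Without 1 library, the real count ran from 116 to 322 in BT-549, from 366 to 953 in CAL-120, from 0 to 366 in HCC-1806 (366 without selinexor 24 h replicate 1) and from 5 to 712 in MDA-MB-468 (5 without selinexor 8 h replicate 2), and with eBayes without a trend it was 38 in MDA-MB-468. In HCC-1806, where 0 genes passed, 100 of 100 splits did as well. A first version kept the additive effects, and it gave 10 of 100 splits in BT-549, 3 in CAL-120, 100 in HCC-1806 and 4 in MDA-MB-468. The version with the effects removed took its place after those values were seen, and BT-549 is on the other side of a share of 0.05 in it. The result for BT-549 therefore depends on how the splits were made. The time point is a condition of the design and stays open as a biological explanation, untested beyond these values. Sequencing batches are not known, and a batch that followed the time points was not tested.

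The change from 8 to 24 h also passed camera's threshold for gene lists at the preset correlation of 0.01. The NF-kB target list rose more at 24 h in BT-549 (median 1.00, adjusted p = 8.4e-16), CAL-120 (0.73, adjusted p = 1.2e-06), HCC-1806 (0.68, adjusted p = 6.9e-07) and MDA-MB-468 (0.70, adjusted p = 2.2e-05). The nucleolar and ribosome biogenesis list was less lowered at 24 h in BT-549 (0.31), HCC-1806 (0.43) and MDA-MB-468 (0.40). The G2/M list fell further at 24 h in CAL-120 (-0.41) and HCC-1806 (-0.35). The S phase list changed by 0.13 in CAL-120 and by -0.22 in MDA-MB-468, and the p75NTR list without NGFR by 0.12 in BT-549. Of these 12 calls, 5 held under fry: the NF-kB target list in BT-549 and CAL-120, the p75NTR list in BT-549, G2/M in CAL-120 and the nucleolar list in MDA-MB-468. Under the estimated correlation, only the NF-kB target list in CAL-120 held. Correlation between the genes of a list therefore stays open as an explanation of the other 11. In HCC-1806 no single gene passed the interaction test, and 1267 genes had an unadjusted p under 0.05.

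Effects went in opposite directions in different cell lines for CDKN1A and RB1 at 24 h. CDKN1A fell by 0.66 on the log2 scale in MDA-MB-468, with all 3 selinexor libraries below all DMSO libraries, and rose by 0.24 in BT-549 and 2.80 in CAL-120, with all 3 above. RB1 changed by -0.27 in BT-549 (adjusted p = 0.194 in limma) and by 0.26 in CAL-120 (adjusted p = 0.0394 in limma), again with no overlap of the libraries. For 3 libraries against 3, 10% of unchanged genes show no overlap by chance. The difference between the cell lines was not tested, although each fold change was formed within its own line and such a test was possible. Cell line is a condition of the design, and no technical explanation was tested for these 2 genes.

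Genes that the paper does not report rose in nearly all comparisons. SLC16A14 rose in 8 of 8 and was changed in 7. In BT-549 at 8 h, where every DMSO library was at or under 3 reads, it was at least 12.0-fold higher. Its mean log2 fold change was 2.26 over the other 7 comparisons, and the mean of 2.39 over all 8 contains a fitted value that depends on the pseudocount. FAM225A had a mean of 2.00 and was changed in 8 of 8. ZNF763 had a mean of 1.83, ZNF433 of 1.68, ZNF44 of 1.45 and ZNF844 of 1.41, each changed in 7 of 8. SLC16A14 was named by the rule set before the data were examined, and the other 5 were chosen after their values were seen. Single libraries decide some of these calls. Without 1 library, FAM225A lost the call in HCC-1806 at 8 h in 6 of 12 fits, ZNF44 there in 5, and ZNF763 in HCC-1806 at 24 h in 7. A larger pseudocount shrinks the log2 fold change of a gene with few reads. In BT-549 at 8 h, ZNF763 had 0.60 with 1 CPM added, against 1.63 with 0.1 CPM. ZNF844 there had 1.31, against 1.41.

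ZNF763, ZNF433, ZNF844, ZNF44, ZNF563 and ZNF442 are neighbours in the GENCODE annotation, 6 of 11 tested genes of 1 stretch. The stretch was drawn from these genes, so its length follows the pattern. Their mean log2 fold changes were 1.33 to 1.85. The other 5 genes of the stretch, ZNF433-AS1, ZNF878, ZNF20, ZNF136 and ENSG00000234773, had 0.07 to 0.61. ZNF433-AS1 is antisense to ZNF433, and its value is uncertain because the counting strand is not known. Reads shared between these paralogs are argued against, since at most 0.687% of the 50-base words of a rising gene's transcripts occur in another of them. Chance placement is argued against by a permutation p of 1e-04, the smallest that 10000 draws can give, with at most 3 neighbours in a draw against 6 seen. These 6 are all the ZNF genes changed in 6 or more comparisons. A rise of zinc-finger genes at large, wherever they lie, is argued against as the whole cause by their placement: of 10000 draws of 6 from the 451 tested ZNF genes, 0 lay within a stretch as short (permutation p of 1e-04), and the shortest stretch drawn held 96 tested genes. ZNF genes as a whole had a median of the mean log2 fold change of 0.14, against -0.05 for the other genes, so that a small rise at large stays open beside it. What stays open is a shared regulation of this stretch by selinexor, a hypothesis found and tested on the same data, and effects of the authors' counting that could not be examined here.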

How the results depend on the processing

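All alternatives of the planned list were set before the data were examined, and the 4 added ones (log2 values as deposited, voom on recovered reads, reads per library total, replicate block within each time point) were chosen after the data were seen, as were the counts over other splits of the libraries. The planned fits with edgeR's and DESeq2's tests on recovered reads were not run. Over 180 results and 4806 comparisons, 4524 stayed within 1.5 times the count or on their side of the threshold and 282 did not: 192 lost a call and 90 counts moved. For 0 the direction reversed. Named genes were followed only where they had a call, so that a gain could not be seen. The cause of the changes below was not tested, except where a sentence gives it.

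The NGFR call with time as a covariate held under every alternative and in every fit without 1 library. Its log2 fold change ranged from 5.53 to 6.62 in BT-549, 2.90 to 6.04 in CAL-120, 2.57 to 2.91 in HCC-1806 and 1.38 to 3.57 in MDA-MB-468 over the alternatives. Its DMSO levels near the floor limit the size of this change in CAL-120 and MDA-MB-468. The CPM as deposited, the minimum of 1 CPM, the log2 values as deposited and voom moved no count of changed genes, calls or list calls by over 1.5 times.

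With a pseudocount of 1, which by its construction shrinks the folds of genes with few reads, the changed genes were 207 in BT-549 at 8 h and 333 at 24 h, 144 and 826 in CAL-120, 209 in HCC-1806 at 24 h, and 105 and 182 in MDA-MB-468. With time as a covariate they were 158 in BT-549, 237 in CAL-120, 92 in HCC-1806 and 73 in MDA-MB-468. The effect changed over time for 369 genes in CAL-120, 1 in HCC-1806 and 195 in MDA-MB-468, and 1479 unique genes changed. With a pseudocount of 0.5, the counts were 290 and 536 in BT-549, 230 in CAL-120 at 8 h, 159 and 280 in MDA-MB-468, 247, 431, 139 and 102 with time as a covariate in the 4 lines, and 2280 unique genes. With no filter on low values, which tests more genes, 1487 genes changed in BT-549 and 2878 in CAL-120 at 24 h. With eBayes without a trend, the interaction in MDA-MB-468 had 38 genes against 297.

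With each time point fitted alone, HCC-1806 had 292 changed genes at 8 h and 131 at 24 h. Within each time point the fit has its own spread and fewer libraries. With the replicate block, HCC-1806 at 8 h had 143 genes, and the interaction had 398 in BT-549, 543 in MDA-MB-468 and 1 in HCC-1806. It lost 1 call of a named gene and moved no other count by over 1.5 times. With the replicate block within each time point, 343 genes changed in HCC-1806 at 8 h, 659 in CAL-120 at 24 h, and 38 NF-kB calls were made against 23. With reads per library total, HCC-1806 had 647 genes at 24 h and 522 with time as a covariate. This scaling shifts the median of all genes to 0.24 in HCC-1806 and 0.15 in CAL-120 at 24 h, and to 0.13 and 0.11 at 8 h, so that changes are relative to these. The share of higher genes was then 93.9% against 81.7% in CAL-120, 97.8% against 84.6% in HCC-1806 and 78.7% against 65.9% in MDA-MB-468, at 24 h.

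For the gene lists, fry called 0 higher and 2 lower for S phase, 4 lower for nucleolar and ribosome biogenesis, and 1 higher and 1 lower for p75NTR. The estimated correlation called 2 lists over all, both nucleolar and ribosome biogenesis lower, with 0 higher and 0 lower for S phase, 0 lower for G2/M, and 0 higher and 0 lower for NF-kB target. Of the 26 calls of camera, 18 held under fry and 2 under the estimated correlation.

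In the fits that each left out 1 library, the changed genes ran from 633 to 975 in BT-549 at 24 h, from 19 to 219 in HCC-1806 at 8 h, from 180 to 631 in HCC-1806 at 24 h, from 180 to 308 in MDA-MB-468 at 8 h and from 275 to 634 in MDA-MB-468 at 24 h. The genes common to all 8 comparisons ran from 5 to 10, and the lists of S phase called higher from 0 to 1. The genes whose effect changed over time ran from 116 to 322 in BT-549, 366 to 953 in CAL-120, 0 to 366 in HCC-1806 and 5 to 712 in MDA-MB-468. The counts of 219, 631 and 366 in HCC-1806 and of 953 in CAL-120 are those without selinexor 24 h replicate 1. For single genes, 126 further calls were lost without 1 library, and no direction changed. Under the other alternatives, the calls lost for single genes were 12 with a pseudocount of 1, 5 with 0.5, 4 with no filter, 11 with eBayes without a trend, 11 with each time point alone, 1 with the CPM as deposited, 2 with the log2 values as deposited, 3 with voom, 5 with reads per library total, and 11 with the replicate block within each time point.

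Over other splits of the 6 libraries of a comparison, 1 of 10 splits, the real one, gave as many changed genes in BT-549, CAL-120 and MDA-MB-468 at both time points and in HCC-1806 at 8 h. In HCC-1806 at 24 h it was 2 of 10. The other split, with DMSO 1, DMSO 3 and selinexor 1 against the rest, gave 372 genes against 369, and it parts 1 of the 3 numbered pairs. With 10 splits the share cannot fall below 0.1. With time as a covariate, 1 of 100 splits gave as many in each of the 4 lines. Over joint splits of all libraries, 1 of 100 gave as many unique genes (the highest other had 2704), 1 of 100 as many genes common to all comparisons, and 1 of 100 as many NF-kB calls (the highest other had 16). For the gene lists it was 2 of 100, and the median of the other splits was already 20 calls against 26, so that a count of camera calls by itself says little.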

Differences from the paper's values

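No test of a cause was run for this part, and the added alternatives named in it were chosen after seeing the values. The log2 fold change of NGFR with time as a covariate was 5.22 in CAL-120 against the paper's 6.18. The DMSO libraries there held 1 to 5 reads of NGFR, so that this fitted value depends on the pseudocount (2.90 with 1 CPM) and does not measure the size of the change. None of the alternatives set before the data were examined closed the gap, and voom on recovered reads, chosen after seeing the values, gave 6.04. In MDA-MB-468, with 1 to 11 reads in the DMSO libraries and the same limit, it was 3.01 against the paper's 3.45. Of the alternatives set before the data were examined, the fits without DMSO 24 h replicate 2 (3.24) and without selinexor 24 h replicate 2 (3.15) came within the standard error of the paper's value, and the others did not. The log2 values as deposited (3.41) and voom on recovered reads (3.57), both chosen after seeing the values, also did. The adjusted p of NGFR in limma was 1.2e-10 in BT-549 against the paper's 7.62e-195, 2.3e-08 in CAL-120 against the paper's 8.65e-47, 1.1e-05 in HCC-1806 against the paper's 5.59e-22 and 5.6e-05 in MDA-MB-468 against the paper's 2.89e-16. No alternative, planned or added, came within 1.5 times of the paper's p-values.

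In HCC-1806 at 8 h, 84 genes changed, against the paper's about 280 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, each time point fitted alone gave 292 and the fit without selinexor 24 h replicate 1 gave 219, and the others did not close the gap. The replicate block within each time point, chosen after seeing the values, gave 343. The genes changed in all 4 lines at 8 h were 16, against the paper's about 25 in Fig. 4A, read by eye. Of the alternatives set before the data were examined, the replicate block gave 20, each time point fitted alone 25 and the fit without HCC-1806 selinexor 24 h replicate 1 gave 22. Fits without 1 other library gave 17 when it was BT-549 selinexor 8 h replicate 3, BT-549 DMSO 24 h replicate 2, any 1 HCC-1806 DMSO 24 h replicate or MDA-MB-468 selinexor 8 h replicate 2, which is within 1.5 times. The others did not close the gap. Of those chosen after seeing the values, reads per library total gave 18 and the replicate block within each time point 30.

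The paper lists FNDC5 and SLC16A6 among the genes changed in all lines and time points. Here, both missed the threshold in HCC-1806 at 8 h (adjusted p of 0.0704 and 0.0666 in limma). Both were called there with a pseudocount of 1 or 0.5, with each time point alone and with the added replicate block within each time point, and SLC16A6 also with the replicate block. Both were called without HCC-1806 selinexor 24 h replicate 1, FNDC5 also without DMSO 24 h replicate 3 and SLC16A6 also without DMSO 24 h replicate 1 or 2. FAM225A, which the paper does not list, was changed in all 8 comparisons here.

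Fig. 4E marks 34 changes of NF-kB genes as significant, and 21 of them were called here. The other 13 had the same direction. Those called with each time point fitted alone and with the added replicate block within each time point are IKBKG, CHUK, NFKB1, NFKBIB, RELB and RELA in CAL-120 at 8 h and NFKBIA in HCC-1806 at 8 h. NFKBIB in MDA-MB-468 at 8 h was called with these and with the replicate block. NFKB2 in BT-549 at 24 h was called with the replicate block, each time point alone, and the added reads per library total and block within each time point. NFKB2 in HCC-1806 at 24 h was called with the replicate block and with those 2 added ones. XPO1 in HCC-1806 at 8 h was called with each time point alone and those 2 added ones, RELA in HCC-1806 at 8 h with each time point alone, and RELB in BT-549 at 8 h with the added block within each time point. The added settings were chosen after seeing the values. Single libraries also decided calls. Without selinexor 24 h replicate 1 of the same line, NFKB1, NFKBIB, RELB and RELA were called in CAL-120 at 8 h, and NFKBIA and XPO1 at 8 h and NFKB2 at 24 h in HCC-1806. NFKBIB in MDA-MB-468 at 8 h was called without DMSO 24 h replicate 2, RELB in BT-549 at 8 h without DMSO 8 h replicate 3, and NFKB2 in BT-549 at 24 h without DMSO 8 h replicate 3 or selinexor 8 h replicate 3. NFKBIA in CAL-120 and CHUK in MDA-MB-468, both at 24 h, were called here and are not marked in the figure.

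In its text, the paper states that NFKBIA rose further over time in every line, and here the change from 8 to 24 h in CAL-120 was -0.11. The paper gives RELB as significant in each line, and here 2 of the 4 lines had a call. It gives every one of the genes as significant in some line, and here RELA had none (lowest adjusted p = 0.0823 in limma). It gives IKBKG as lower in more samples than here, where 1 of 8 had a call, and NFKB2 as significant in more lines than here, where 2 had one. It gives CHUK as lower in fewer lines than here, where 3 had a call.

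Some settings gave the calls that these statements of the paper name. RELB had a call in all 4 lines with the replicate block within each time point, chosen after seeing the values. RELA had one with each time point fitted alone, with the replicate block, without CAL-120 selinexor 24 h replicate 1, without MDA-MB-468 DMSO 24 h replicate 3, and with reads per library total and the block within each time point, both chosen after seeing the values. IKBKG had 2 calls with each time point alone, and 3 with the block within each time point, chosen after seeing the values. NFKB2 had calls in 3 lines with the replicate block, without CAL-120 or HCC-1806 selinexor 24 h replicate 1, and with the same 2 settings chosen after seeing the values. CHUK had calls in 2 lines with no filter on low values, eBayes without a trend, each time point alone, voom or reads per library total, the last 2 chosen after seeing the values, and in 10 of the 12 fits without 1 MDA-MB-468 library, all but those without DMSO 24 h replicate 1 or selinexor 24 h replicate 1. NFKBIA did not rise further in CAL-120 in any setting.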

Other observations

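In this part, the tests of scaling, of low values and the pseudocount, of genomic DNA and of the number of reads were chosen only after the results were seen, including the grouping of comparisons within them. The tests of the p75NTR list, of a mixture of cells or reads and of a wrong time label were set down before.

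The rise of the paper's p75NTR pathways might come from NGFR alone, as a hypothesis. The list of p75NTR signalling genes without NGFR was higher in 0 of 8 comparisons by camera at an adjusted p under 0.05, and in 0 of 8 at an unadjusted p under 0.05. A rise from NGFR alone would leave such a result, but the result cannot decide the question. Camera tests a shift of the list in 1 direction, and the list with NGFR was not tested. In CAL-120 at 24 h, 17 of the 38 genes had an adjusted p-value under 0.05 in limma, with a median log2 fold change of -0.06. Fry called the list higher in MDA-MB-468 at 24 h. The list stands in for the Reactome sets, so the sets themselves stay untested.

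More genes rose than fell after selinexor in all 8 comparisons. Scaling of the libraries is argued against as the cause, since over 3 scalings and 8 comparisons the lowest share of higher genes was 65.4%. Low values and the pseudocount are argued against as the whole cause in BT-549, in HCC-1806 and in MDA-MB-468 at 24 h. Among genes of at least 10 CPM, more rose than fell in 5 of these 5 comparisons, with an exact binomial p under 0.05, and the shares were 66.4% and 65.7% in BT-549, 83.8% and 72.6% in HCC-1806 and 60.9% in MDA-MB-468 at 24 h. The binomial test takes genes as independent, which they are not. In CAL-120 at both time points and in MDA-MB-468 at 8 h, the pseudocount or values under 1 CPM are argued against as the whole cause. With a pseudocount of 1 CPM, the changed genes fell to 144 and 826 in CAL-120 and 105 in MDA-MB-468, and 69.4%, 75.4% and 70.5% of them rose. With a minimum of 1 CPM the shares were 82.7%, 78.2% and 73.8%, and the lowest share under either setting without 1 library was 65.2%. Values up to 10 CPM stay open there. In CAL-120 and MDA-MB-468 at 8 h, they cannot be told apart from a rise of genes at large, as 54.5% of 88 and 61.5% of 78 changed genes of at least 10 CPM rose and the lower binomial p was 0.0535. In CAL-120 at 24 h, 42.4% of the changed genes of at least 10 CPM rose, so that the excess of rising genes there lies among genes of less than 10 CPM. An effect of a low level alike in all genes is argued against there for genes of at most 0.5 CPM, since the summed CPM of the protein-coding ones was 2.30 times that with DMSO and that of pseudogenes 1.26 times. For genes between these levels it cannot be told apart from a rise of genes that are weak in DMSO.

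Genomic DNA or unspliced RNA in the selinexor libraries would raise weak sense-intronic genes (GENCODE annotation, mean of at most 0.5 CPM) at least as much as weak protein-coding genes. In 5 comparisons (BT-549 at 24 h, CAL-120 at both time points, HCC-1806 at 8 h and MDA-MB-468 at 8 h), every selinexor library had a higher ratio for protein-coding genes than any had for sense-intronic genes. This argues against it there as the whole cause, and a part beside a rise of the weak genes stays open. The sense-intronic sum in CAL-120 at 24 h was 1.20 times that with DMSO. In the others of these 5 it was between 0.845 and 1.01 times. In the other 3 (BT-549 at 8 h, HCC-1806 and MDA-MB-468 at 24 h), the ranges of the libraries overlap, and genomic DNA or unspliced RNA cannot be told apart from a rise of the weak genes themselves. Selinexor is the condition of the design and stays open as the biological explanation of the rise.

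In CAL-120, selinexor 24 h replicate 1 stands apart from the other replicates, with 1989 genes without reads. Fewer reads are argued against, since the other replicates thinned to its reads had at most 1336. A mixture with DMSO-treated cells or reads is argued against as the whole cause by 448 of 9402 genes more than 2-fold outside the range of the other 5 libraries (388 below and 60 above), against 0 and 1 for the other replicates. A library of the 8 h group under a 24 h label is argued against by its correlation with the mean of the 8 h selinexor libraries, 0.943, against 0.961 with its replicates. In HCC-1806, selinexor 24 h replicate 1 had 2130 genes without reads, against at most 1796 in the thinned replicates, and 83 of 9322 genes outside the range (73 below and 10 above), against 2 and 0. Its correlation was 0.939 with the 8 h selinexor libraries and 0.963 with its replicates. It was 0.969 with the DMSO libraries of 24 h, higher than with its own replicates, so that a part of DMSO-treated material or a weaker response stays open for this library, and mixing is excluded only as the whole cause. Lower quality of the RNA in these libraries was not tested. No biological explanation was tested for a single library.

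Over all lines, 22 genes were changed in 6 or more of the 8 comparisons, out of 12428 tested in every line, and 22 of these rose. In the DMSO libraries, the progesterone receptor gene PGR had 0.0191 ± 0.0211 CPM (SD, n = 6) in BT-549 and 0.0787 ± 0.0556 CPM (n = 6) in CAL-120, with no library above 0.156 CPM. PGR in HCC-1806 and MDA-MB-468 was not analysed here.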
